# EBAG9 controls CD8^+^ T cell memory formation responding to tumor challenge in mice

**DOI:** 10.1172/jci.insight.155534

**Published:** 2022-06-08

**Authors:** Armin Rehm, Anthea Wirges, Dana Hoser, Cornelius Fischer, Stefanie Herda, Kerstin Gerlach, Sascha Sauer, Gerald Willimsky, Uta E. Höpken

**Keywords:** Immunology, Oncology, Adaptive immunity, Leukemias, T cells

## Abstract

Insight into processes that determine CD8**^+^** T cell memory formation has been obtained from infection models. These models are biased toward an inflammatory milieu and often use high-avidity CD8**^+^** T cells in adoptive-transfer procedures. It is unclear whether these conditions mimic the differentiation processes of an endogenous repertoire that proceed upon noninflammatory conditions prevailing in premalignant tumor lesions. We examined the role of cytolytic capacity on CD8^+^ T cell fate decisions when primed by tumor cells or by minor histocompatibility antigen–mismatched leukocytes. CD8**^+^** memory commitment was analyzed in *Ebag9*-deficient mice that exhibited enhanced tumor cell lysis. This property endowed *Ebag9^–/–^* mice with extended control of Tcl-1 oncogene–induced chronic lymphocytic leukemia progression. In *Ebag9^–/–^* mice, an expanded memory population was obtained for anti-HY and anti–SV-40 T antigen–specific T cells, despite unchanged effector frequencies in the primary response. By comparing the single-cell transcriptomes of CD8^+^ T cells responding to tumor cell vaccination, we found differential distribution of subpopulations between *Ebag9^+/+^* and *Ebag9^–/–^* T cells. In *Ebag9^–/–^* cells, these larger clusters contained genes encoding transcription factors regulating memory cell differentiation and anti-apoptotic gene functions. Our findings link EBAG9-controlled cytolytic activity and the commitment to the CD8**^+^** memory lineage.

## Introduction

The cytolytic capacity of cytotoxic T lymphocytes (CTLs) is crucial for the ability to eliminate virus-infected and oncogene-transformed cells (1). Delivery of newly synthesized or recycled effector molecules like granzymes and perforin to the immunological synapse is a critical step in gaining CTL competence (2).

Upon acute infection or vaccination, naive T cells become activated and first differentiate into a pool of functional effector cells (KLRG1^hi^) and memory precursor cells (KLRG1^lo^CD127^hi^) (3). Although the KLRG1^hi^ effector cell population is terminal and largely disappears, the memory precursor subset is likely to mature into long-term memory (4). The pathways that drive the differential development of effector versus memory CTLs during antigen-specific clonal expansion under various conditions are not completely understood. Because development of vaccination strategies against infectious diseases is a leading motivation for studying mechanisms of memory differentiation, most models are biased toward a strong inflammatory milieu (5, 6). In principle, a short T cell receptor (TCR) stimulus in conjunction with a costimulatory signal induces a period of proliferation of precursors and the execution of effector functions. Upon antigen clearance, the CD8**^+^** T cell population contracts due to apoptosis, leaving behind a small population of memory-committed T cells (7).

T cell fate decisions are influenced by the strength and duration of antigen stimulation, costimulation, and an inflammatory signal provided by cytokines such as type I IFNs, IL-12, and IL-2 (8, 9). Availability of IL-7 and IL-15 is crucial for maintaining the pool of memory-committed progeny of CTLs (10).

The estrogen-tunable gene *Ebag*9 downregulates the killing activity of CTLs (11, 12). Deletion of *Ebag*9 in mice facilitated an enhanced release of the lytic granule marker granzyme A from CTLs. Mechanistically, EBAG9 inhibits γ2-adaptin and associates with 2 subunits of biogenesis of lysosome-related organelles complex 1, indicating that the endosomal-lysosomal trafficking route of the cytotoxic effectors is controlled by EBAG9. Consequently, in *Ebag9*^–/–^ CTLs, a profound advantage in allogeneic and tumor target cell lysis was obtained, in vitro and in vivo. In addition, clearance of *Listeria monocytogenes* infection was improved and secondary immune responses against tumor cells expressing SV-40 large T antigen (TAg) were stronger. Defects in other immune cell subsets were not detected (11).

The enhanced cytolytic efficacy mediated by *Ebag9* deletion in the primary immune response prompted us to ask whether cytolytic strength also affected memory commitment of CD8**^+^** T cells. The primary immune response is defined by the conditions for CD8**^+^** T cell activation, clonal selection, expansion, and, ultimately, a transition from an effector to a memory phase. Cytolytic mediators such as perforin and granzymes are indispensable for the effector phase because they are responsible for antigen removal and restoration of T cell homeostasis (13).

Although priming of T cells in autochthonous tumors can occur, immune responses are often insufficient in controlling tumor progression (14). This has been attributed to immune-evasive mechanisms, including the deregulation of immune checkpoints. Activation of the inhibitory pathways mediated by cytotoxic T lymphocyte–associated protein 4, programmed cell death protein 1 (PD-1), and lymphocyte activation gene-3 (LAG-3) can lead to a functional exhaustion status originally described for CD8**^+^** T cells arising during chronic infections (15). Advanced cancers exhibit overwhelming antigen exposure and an inflammatory milieu, whereas in early or premalignant lesions, neoantigens are expressed and presented to the immune system in a noninflammatory context (14, 16). Hence, the lack of an inflammatory environment could putatively shape distinct CD8**^+^** T cell priming and activation conditions.

Here, we used the *Ebag9*^–/–^ model to dissect the influence of cytolytic efficacy on CD8**^+^** T cell fate decisions, especially when mice were challenged with noninfectious stimuli. Our results revealed that EBAG9 defines threshold levels for granzyme A release and thereby contributes to the cytolytic capacity of CD8**^+^** T cells. A subsequent increase in the memory population was unrelated to the size of the phenotypic, naive precursor population or to the avidity of effector CD8**^+^** cells. We also used an autochthonous tumor model, the *Eμ-Tcl1* transgenic mouse strain in which mice develop a B cell chronic lymphocytic leukemia (CLL) that phenocopies several aspects of the human disease (17, 18). Double-transgenic *Eμ-Tcl1* *Ebag9*^–/–^ mice developed a strongly delayed leukemia progression after age 6 months, correlating with a distinct T cell activation status.

Using single-cell RNA sequencing (scRNA-Seq) of TAg oncogene-specific CD8^+^ T cells at day 7 of the effector phase, we revealed the role of transcription factors and the apoptotic pathway in the specification of larger clusters of memory-precursor Ebag9^–/–^ CD8^+^ T cells. Our model implies that cytolytic activity controls access to antigen over time and, thus, defines preferential memory T cell lineage decisions. Collectively, EBAG9 links the efficacy of the effector phase to memory programming under noninflammatory conditions.

## Results

### Ebag9^–/–^ mice develop higher proportions of HY-specific memory CD8^+^ T cells.

*Ebag9* deletion in mice amplifies the secretion of cytolytic enzymes, leading to a profound advantage in cytotoxic T cell responses against the viral TAg antigen (11). Here, we revisited the secretory capacity of CTLs from *Ebag9*^–/–^ (KO) and WT mice by enzymatic activity assays. Induced secretion of granzyme A from *Ebag9*^–/–^ CTLs (mean ± SEM, 31% ± 10.1%) was 1.5- to 2-fold higher than from WT CTLs (mean ± SEM, 46.4% ± 14.7%) (Figure 1A). In contrast, granzyme B and β-hexosaminidase activity in the supernatants was comparable, indicating that EBAG9 influences the release of granzyme A only (Figure 1, B and C).

Next, to avoid the inherent flaws of transplantable tumors (12), we examined the functional consequences of *Ebag9*-governed cytolytic strength in an autochthonous tumor model. We monitored the spontaneous CLL development in *Eμ-Tcl1 Ebag9*^+/–^ and *Eμ-Tcl1 Ebag9*^–/–^ littermate mice. From our experiences with *Ebag9*-deleted mice, we knew that heterozygous mice behaved phenotypically exactly as *Ebag9*^+/+^ WT mice; a dosage effect due to heterozygosity at the *Ebag9* locus was not evident (11). Leukemia B cells were detected in the spleen and peripheral blood of both genotypes after more than 7 weeks, but a difference in disease onset was not obtained. At more than 6 months, *Eμ-Tcl1 Ebag9*^+/–^ mice had a further increased tumor load in spleen (for *Eμ-Tcl1 Ebag9*^+/–^, mean ± SEM, 49.4% ± 5.6%; for *Eμ-Tcl1 Ebag9*^–/–^, 30.3% ± 4.3%) and peripheral blood (for *Eμ-Tcl1* *Ebag9*^+/–^, mean ± SEM, 46.6% ± 5.6%; for *Eμ-Tcl1* *Ebag9*^–/–^, 25.9% ± 4.5%), whereas tumor load in *Eμ-Tcl1 Ebag9*^–/–^ mice was substantially lower (Figure 1, D and E, and Supplemental Figure 1A). Data showed that T cell phenotypes in *Eμ-Tcl1* mice phenocopy T cell functional hyporesponsiveness in human CLL (19). Compared with spleens from control mice (naive C57BL/6, B6), spleens of *Eμ-Tcl1* *Ebag9*^+/+^ mice exhibited a loss of CD4^+^ and a relative increase of CD8^+^ T cells (CD4^+^/CD8^+^ ratio, mean ± SEM, for control B6 spleens, 1.6 ± 0.07; for *Eμ-Tcl1* *Ebag9*^+/+^ spleens, 0.69 ± 0.35; for *Eμ-Tcl1* *Ebag9*^–/–^ spleens, 0.99 ± 0.66) (Figure 1F) and an increase in antigen-experienced CD3^+^CD8^+^CD44^hi^ cells (Figure 1I). Tumor-bearing mice acquired a stronger expansion of CD3^+^CD8^+^CD44^hi^CD62L**^+^** memory cells (median: control, 25%; *Eμ-Tcl1* *Ebag9*^+/+^, 59.4%) (Figure 1J) and a substantial loss of naive CD3^+^CD8^+^CD44^lo^CD62L^+^ T cells (median: control, 58.8%; *Eμ-Tcl1* *Ebag9*^+/+^, 0.3%) (Figure 1G and Supplemental Figure 1B).

When comparing age-matched (6–10 months) *Eμ-Tcl1 Ebag9*^–/–^ and *Eμ-Tcl1 Ebag9*^+/+^ mice, *Eμ-Tcl1 Ebag9*^–/–^ mice retained 10-fold more CD44^lo^CD62L^+^ naive CD8^+^ T cells (median: *Eμ-Tcl1 Ebag9*^+/+^, 0.31%; *Eμ-Tcl1 Ebag9*^–/–^, 4.9%) (Figure 1G) and also 3-fold more memory precursor CD8^+^CD44^lo^CD127^+^ T cells (median: *Eμ-Tcl1 Ebag9*^+/+^, 4.6%; *Eμ-Tcl1 Ebag9*^–/–^, 13.7%) (Figure 1H). Within the antigen-experienced CD8^+^ compartment, memory CD8^+^CD44^hi^CD62L^+^ T cells were significantly less frequent in *Eμ-Tcl1 Ebag9*^–/–^ animals (median: *Eμ-Tcl1 Ebag9*^+/+^, 59.4%; *Eμ-Tcl1 Ebag9*^–/–^, 46.%) (Figure 1J). No difference was obtained for T central memory cells (Figure 1K). Notably, expression of exhaustion markers LAG-3 (geometric MFI mean ± SEM: *Eμ-Tcl1 Ebag9*^+/+^: 66.9 ± 12.4 SEM; *Eμ-Tcl1 Ebag9*^–/–^: 63.7 ± 12.5 SEM) and PD-1 (geometric MFI mean *Eμ-Tcl1 Ebag9*^+/+^: 97.4 ± 17.3 SEM; *Eμ-Tcl1 Ebag9*^–/–^: 95.8 ± 15.4 SEM) within the CD3^+^CD8^+^CD44^hi^ compartment could not be discriminated between the genotypes and was only modestly higher than in naive B6 mice (Supplemental Tables 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.155534DS1). Furthermore, CD8^+^ T cells from *Eμ-Tcl1 Ebag9*^+/+^ and *Eμ-Tcl1 Ebag9*^–/–^ mice could produce IFN-γ and TNF-α in the same amounts (Supplemental Figure 2, A–C). Collectively, *Ebag9*-deficient Tcl1 transgenic mice exhibited a distinct T cell differentiation pattern correlating with a more efficient long-term anti-CLL immune response.

In the absence of a tumor-specific antigen that would allow us to follow the T cell response against Tcl1**^+^** CLL over time, we set up an alternative antigen-specific system to examine T cell differentiation. Notably, antigen stimulation is chronic in CLL (20), whereas in our experimental model system, we used single immunization schedules. We chose the HY minor histocompatibility antigens (miHAg) encoded by genes on the Y chromosome. Clinically, anti-miHAg alloresponses after donor lymphocyte infusions contribute to graft-versus-leukemia effects (21).

Female WT and *Ebag9*^–/–^ animals were immunized with male splenocytes (Figure 2A). We were unable to detect in vivo anti-HY CTL responsiveness at day 7, when the effector phase against strong infection or tumor-associated antigens usually peaks (22). Instead, at day 10 or 11, we analyzed the frequency of CD8**^+^** T cells reactive against the D^b^-restricted peptide WMHHNMDLI, which is immunodominant among the HY antigens (23). Using Pentamer/HY staining, an antigen-specific CD8**^+^** population was clearly present as a distinct population (Figure 2, B and C), but the proportion of Pentamer/HY**^+^** CD8**^+^** T cells among all splenic CD8**^+^** T cells was similar in WT (mean ± SEM, 0.20% ± 0.06%) and *Ebag9*^–/–^ (mean ± SEM, 0.23% ± 0.11%) mice. Total numbers of splenocytes and the T cell subsets do not differ between the genotypes (11).

Analysis of HY-specific CD8^+^ T cell populations, expressly antigen-experienced (CD44), terminal effector (KLRG1), or memory precursor (CD127) subsets, did not reveal a skewed phenotype between WT and Ebag9^–/–^ CD8^+^ T cells at this stage (Supplemental Figure 3, A and B) (22, 24). Thus, Ebag9 controlled the regulated release of granzyme A but did not change the numbers and proportions of primed HY-specific CD8^+^ T cells in the effector phase.

Next, we used *Ebag9*^–/–^ mice to answer the question of whether cytolytic efficacy affected the extent of CD8**^+^** memory formation. In addition, immunization with miHAg-mismatched splenocytes curtailed the inflammatory stimulus, as compared with infection models. Female WT and *Ebag9*^–/–^ mice were immunized with male splenocytes (Figure 2D), and animals were sacrificed 44–48 days after the second immunization. Isolated splenic CD8^+^ T cells were restimulated with HY-peptide pulsed DCs for 3 days. *Ebag9*^–/–^ mice developed 2-fold greater frequencies of CD8^+^/Pentamer/HY^+^–reactive T cells among all CD8^+^ T cells (mean ± SEM: WT, 0.34% ± 0.06%; KO, 0.73% ± 0.1% SEM). In accordance, total numbers in spleen were also significantly higher in *Ebag9*^–/–^ compared with WT mice (mean ± SEM: WT, 8.600 ± 1.100; KO, 44.600 ± 9.960) (Figure 2E). Besides the quantitative effect of Ebag9 deficiency on the memory T cell pool, functionally, *Ebag9*^–/–^ mice had a nearly 2-fold greater, antigen-specific, in vivo killing capacity at the memory stage compared with WT mice (mean ± SEM: WT, 26.5 ± 0.48; KO, 44.5 ± 5.5) (Figure 2, F–H).

Commitment to the T central memory (T_CM_) versus T effector memory (T_EM_) lineage occurs during the primary response. Weak signaling induced by low availability of antigen-presenting cells (APCs) or high numbers of T cell precursors favors T_CM_ (CD8**^+^**/Dextramer/HY**^+^**/CD44^hi^/CD62L**^+^**) generation. In contrast, increasing the ratio of APCs to CD8^+^ T cells preferentially promotes T_EM_ (CD8**^+^**/Dextramer/HY**^+^**/CD44^hi^/CD62L^–^) development (25). At days 43–47 after the second immunization, both genotypes developed similar ratios of T_EM_ and T_CM_ subsets among their HY-specific CD8 memory population (mean ± SEM for WT: T_EM_, 81.7% ± 3.2%, T_CM_, 10.05% ± 1.4%; for KO: T_EM_, 81.6% ± 2.8%, T_CM_, 10.18% ± 1.05%) (Figure 2, I and J). Thus, similar ratios of the T_CM_ and T_EM_ lineages would be consistent with identical precursor numbers during priming.

Because differences in the frequencies of antigen-specific, naive T cell precursors (CD8**^+^**CD62L^hi^) might be responsible for the divergent anti-HY memory formation, we examined the TCR repertoire under homeostatic naive conditions. Using a TCR β chain–specific staining of CD8**^+^**CD62L^hi^ cells, repertoire perturbations in female *Ebag9*^–/–^ animals, compared with B6 WT mice, were not seen (Supplemental Figure 3C). Next, we also examined the TCR repertoire in an antigen-experienced CD8**^+^** population. At days 48–52 after immunization, splenic CD8^+^ T cells were purified and co-cultured with HY-peptide–pulsed DCs for 3 days. Viable CD8^+^CD44^hi^ T cells were co-stained with a Vβ-specific Ab panel, but significant differences in the frequencies of Vβ usage were not revealed (Supplemental Figure 3D). Therefore, it seemed unlikely that naive CD8^+^ T cells from Ebag9^–/–^ mice had a selective advantage caused by an altered antigen-specific TCR or a differential clonal expansion.

To analyze the possibility that the increased amount of *Ebag9*^–/–^ memory CD8^+^ T cells is based on a survival advantage of effector cells, we analyzed HY-specific CD8^+^ T cells from WT and *Ebag9*^–/–^ mice by annexin V staining. Despite some variances within the WT group, no significant differences were observed between the 2 genotypes (Supplemental Figure 3, E and F). In addition, the proliferation rate was examined. A mixed lymphocyte reaction with irradiated, male stimulator splenocytes and female responders was performed. CD8**^+^** T cells were used in an MTT assay, which is broadly used as an indicator of metabolic activity and proliferation (26). Both genotypes exhibited the same substrate conversion rate and, thus, grew similarly (Supplemental Figure 3G).

To further examine T cell fitness, FACS-sorted HY-specific CD8^+^ T cells from WT and *Ebag9*^–/–^ mice at day 11 after the first immunization were analyzed for gene expression by reverse transcription quantitative PCR (Supplemental Figure 3H). For the anti-apoptotic and memory cell–promoting gene *Bcl-2*, a statistically relevant difference between WT and Ebag9-deficient CD8^+^ T cells was not obtained. Likewise, a significantly differential expression was not observed for *Tcf7* that encodes for the CD8^+^ memory T cell–promoting transcription factor Tcf1. Instead, *Id3*, coding for the inhibitor of DNA binding 3, was significantly upregulated 1.6-fold (*P* = 0.049), whereas the counteracting transcription factor Id2 remained unchanged. Both factors act in pairs, and *Id*3 supports the generation of long-lived memory CD8^+^ T cells.

Regulatory T cells could be required to counterbalance the increased CD8^+^ effector capacity in *Ebag9*^–/–^ mice (27). Under homeostatic conditions, *Ebag9*^–/–^ mice exhibited no alteration of the CD4**^+^**CD25**^+^** and CD4**^+^**FoxP3**^+^** population in secondary lymphoid organs, thymus, or blood (Supplemental Figure 3, I and J). Taken together, *Ebag9* deletion conferred on mice a selective advantage for the development of a larger miHAg-specific CD8**^+^** memory pool.

### Enhanced memory formation of Ebag9^–/–^ CD8^+^ T cells in a mixed-chimera model.

To interrogate the influence of microenvironmental factors on memory formation in *Ebag9*^–/–^ mice, we generated mixed BM chimeras. Lethally irradiated, congenic CD45.1**^+^**CD90.1^–^ female mice were transplanted with equal numbers of female WT-derived CD45.2**^+^**CD90.1**^+^** and *Ebag9*^–/–^-derived CD45.2**^+^**CD90.1^–^ BM cells. After hematopoietic reconstitution, mice were immunized with male splenocytes and analyzed 6–7 weeks later (Figure 3A). Between individual responders, the frequencies of Ebag9^–/–^ and WT Pentamer/HY**^+^** CD8^+^ T cells varied to some extent. However, congenic CD90.1^–^CD8**^+^**/Pentamer/HY**^+^** progeny that originated from *Ebag9*^–/–^ donors (mean ± SEM: for KO, 0.92% ± 1.2%; for WT, 0.69 ± 1.0) were substantially more frequent among all CD8**^+^** cells and expanded to larger ratios, compared with WT progeny (CD90.1**^+^**CD8**^+^**/Pentamer/HY**^+^**) (Figure 3, B–D) (mean ± SEM: for WT, 18.15% ± 8.7%; for KO, 79.6% ± 6.8%).

To exclude that the predominance of *Ebag9*^–/–^ T cells in the memory T cell population was driven by a better engraftment of *Ebag9*^–/–^ BM, a nonimmunized control group was analyzed (Supplemental Figure 4). Six weeks after transferring equal numbers of WT-derived CD45.2^+^ Ubc-GFP^+^ and *Ebag9*^–/–^-derived CD45.2^+^ Ubc-GFP^–^ BM cells into lethally irradiated CD45.1^+^ recipient mice, an equal distribution of GFP^+^ WT and GFP^–^ *Ebag9*^–/–^ cells was observed (Supplemental Figure 4, A–D). Confirming the results from the CD90.1 congenic system (Figure 3A), in response to immunization, antigen-specific CD8^+^CD44^+^ memory T cells originated at higher frequencies from *Ebag9*^–/–^ donors (Supplemental Figure 4, E–H).

Collectively, these experiments suggested that when challenged with identical amounts of antigen, deletion of Ebag9 favored a stronger antigen-specific memory CD8**^+^** T cell formation.

### Memory formation of monoclonal MataHari TCR transgenic T cells resembles the differentiation process in the polyclonal anti-HY T cell population.

To exclude potential alterations in TCR repertoire, affinities, and precursor frequencies, we crossed *Ebag9*^–/–^ mice with MataHari transgenic mice whose TCR recognizes the HY-epitope (28). Of note, as shown in Figure 2D, we assessed the anti-HY response in an endogenous repertoire, and therefore, we used a different time scale for immunization and analysis. We adoptively transferred 4 × 10**^4^** 5 × 10**^4^** female, naive (CD8**^+^**CD62L^hi^) WT and *Ebag9*^–/–^ MataHari CD8**^+^** T cells (CD45.2**^+^**Vβ8.3^+^) into CD45.1 female recipients and immunized them with male splenocytes (Supplemental Figure 5). At 50–56 days postimmunization, we quantified splenic CD8^+^CD45.2^+^CD44^hi^ memory T cells. To exclude the effects of a secondary immune response, frequencies were determined without additional in vitro restimulation (Figure 2, D and E). *Ebag9*^–/–^-derived MataHari CD8^+^CD45.2**^+^** T cells exhibited higher frequencies among all CD8^+^ splenocytes (mean ± SEM: for WT, 0.17% ± 0.01%; for KO, 0.31% ± 0.03%) (Figure 4A), but also higher ratios of CD44^hi^ memory cells within the CD8^+^CD45.2^+^ population (Figure 4B). Total numbers (Figure 4C) of CD8^+^CD45.2**^+^** T cells derived from *Ebag9*^–/–^ mice were 1.8-fold higher (mean ± SEM: for WT, 9.0 × 10^4^ ± 1.76 × 10^4^; for KO, 16.2 × 10^4^ ± 2.56 × 10^4^). Absolute numbers of splenocytes in the CD45.1**^+^** recipient mice were comparable (mean ± SEM: for WT, 5.15 × 10^7^ ± 0.5 × 10^7^; for KO, 5.16 × 10^7^ ± 0.6 × 10^7^).

These results prompted us to investigate whether lineage commitment after transfer of MataHari T cells mimicked our observations of polyclonal precursor activation. Identical numbers of WT or *Ebag9*^–/–^ MataHari T cells were transferred into CD45.1**^+^** female recipients (day 0), followed by immunization with male splenocytes. At day 7, *Ebag9*^–/–^ exhibited similar expansion as WT MataHari T cells, as indicated by the proportions of CD8**^+^**CD45.2**^+^** cells among all splenocytes (mean ± SEM: for WT, 0.27% ± 0.04%; for KO, 0.23% ± 0.03%) (Figure 4D). Likewise, total numbers of these antigen-specific T cells were comparable (mean ± SEM: for WT, 17.6 10^4^ ± 0.3 × 10^4^; for KO, 14.2 10^4^ ± 0.2 × 10^4^) (Figure 4E). Compared with WT controls, *Ebag9*^–/–^ MataHari T cells had an identical proportion of activated CD44^hi^CD8**^+^** T cells (mean ± SEM: for WT, 79.21% ± 5%; for KO, 73.53% ± 4.4%), and also similar frequencies of precursor memory CD127**^+^** (mean ± SEM: for WT, 39.73% ± 8.14%; for KO, 45.3% ± 5%) and terminal effector KLRG1^hi^CD8**^+^** T cells (mean ± SEM: for WT, 46.9% ± 2.9%; for KO, 39.7% ± 3.8%) among all congenic CD45.2**^+^** or CD90.2^+^ cells (Figure 4F).

Collectively, a surface marker–defined phenotypic distinction between terminal effector and precursor memory CD8**^+^** T cells could not resolve the early memory differentiation processes associated with *Ebag9* deletion.

### The TAg tumor neoantigen induces similar antigen-specific CD8^+^ memory differentiation as the miHAg system.

To enable a better kinetic comparison with infection models, we next analyzed the expression of differentiation markers following i.p. immunization with TAg-expressing Co16.113 tumor cells. Together with the slow tumor growth rate, this comparably low dose of tumor cells may better mimic the tumor antigen challenge at tumor onset as compared with larger numbers of transplanted tumor cells (29). Furthermore, a low dose of tumor cells may enable the analysis of CD8^+^ memory formation as a result of antigen recognition under noninflammatory conditions. Analysis of serum samples gained from mice at days 2 and 7 after immunization with TAg-expressing Co16.113 tumor cells for inflammatory cytokines revealed a noninflammatory condition: no significant differences in cytokine concentration (e.g., IL-1α, IL-6, MCP-1) between naive and immunized mice were detected (Supplemental Figure 6). Strikingly, serum concentrations of several prominent inflammatory mediators, like IFN-β, IFN-γ, TNF-α, IL-1β, and IL-17a, were even below the detection threshold of the cytokine bead assay, a result also confirmed for naive mice.

Beginning at day 6, we obtained a robust and distinct population of Tetramer/TetIV**^+^** CD8**^+^** T cells in spleen (Figure 5A). The frequencies of TAg-specific CD8**^+^** T cells among total splenocytes were similar in WT and *Ebag9*^–/–^ mice (mean ± SEM: for WT, 0.63% ± 0.05%; for KO, 0.78% ± 0.11%) (Figure 5B). In both genotypes, a uniform activation of the antigen-specific CD8^+^CD44^hi^ population was observed (Figure 5A).

Next, WT and *Ebag9*^–/–^ mice were immunized with Co16.113 tumor cells. After 55–65 days, the frequency of Tetramer/TetIV**^+^**CD44^hi^CD8**^+^** T cells among all splenocytes was increased in *Ebag9*^–/–^ mice (mean ± SEM: for WT, 0.058% ± 0.01%; for KO, 0.092% ± 0.01%). Correspondingly, total numbers of antigen-specific CD8**^+^** memory T cells were also elevated (mean ± SEM: for WT, 2.97 ± 0.52 × 10^4^; for KO, 7.46 ± 1.37 × 10^4^) (Figure 5, C and D). Both genotypes developed similar ratios of T_EM_ and T_CM_ subsets among their antigen-specific CD8^+^ T cell memory population (Figure 5, E–G).

### scRNA-Seq reveals distinct subpopulations and transcriptional regulation during CD8^+^ T cell memory formation in Ebag9^–/–^ mice.

Given the inability to use surface marker staining to reveal quantitative differences in lineage-committed terminal effector and precursor memory T cells (Figure 4F and Supplemental Figure 3, A and B), we applied scRNA-Seq to compare transcriptional programs in antigen-specific CD8^+^ T cells in vivo. Mice were immunized with Co16.113 tumor cells. 

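Co16.113 cells express the SV40 large T antigen (TAg), and WT and *Ebag9*-/- mice received 1500000 of them i.p. Spleen cells of the mice of each genotype were pooled (4 mice per genotype in the sample labels, 4 to 5 in Figure 6A), sorted as living CD19-negative CD8+ cells that bound the peptide IV dextramer, and made into 1 10x Genomics library per genotype. Both libraries are thus single samples without replicates, so no test between genotypes is possible and none was made. The authors' Cell Ranger matrices hold counts of unique molecular identifiers (UMIs), that is, of captured mRNA molecules per gene and cell, for barcodes called as cells. The WT matrix holds 6544 barcodes with 64374655 UMIs (median 8485 per barcode), and the *Ebag9*-/- matrix 9061 barcodes with 79818528 UMIs (median 7434). From these counts, cells were filtered and clustered with Seurat, and UMIs were summed per cluster and library and scaled to CPM, that is, UMIs of the gene in 1000000 UMIs. Parentheses after a share, a level or a ratio of *Ebag9*-/- to WT give the 95% interval from counting error alone, which leaves out all differences between mice and between libraries. *Ebag9* itself, the gene deleted in these mice (ENSMUSG00000022339, chromosome 15, 44619175 to 44641515 of GRCm38), gave 1246 UMIs in WT and 989 UMIs in *Ebag9*-/- cells, or 21.5 CPM (20.4 to 22.8) in WT and 14.1 CPM (13.2 to 15.0) in *Ebag9*-/- cells, a ratio of 0.654 (0.601 to 0.711). A 3′ tag from outside the deleted part would still be counted, so these UMIs do not test the genotype labels.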

At day 7 postimmunization, antigen-specific CD8**^+^** Dextramer IV**^+^** T cells were isolated by FACS sorting for gene-expression analysis using scRNA-Seq (10x Genomics) (Figure 6, A and B, and Supplemental Figure 7A).

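At least 500 genes and at most 10% mitochondrial UMIs were required per cell. Of the WT barcodes 593 had fewer genes and 1365 had more mitochondrial UMIs, against 260 and 1313 of the *Ebag9*-/- barcodes, which left 4757 WT and 7709 *Ebag9*-/- cells. Groups of a first clustering in which under 50% of the cells held a *Cd3d*, *Cd3e* or *Cd3g* UMI were then taken out as not T cells, 210 WT and 494 *Ebag9*-/- cells. Most of them (181 WT and 384 *Ebag9*-/- cells) came from a dendritic-type group whose share of cells with a CD3 UMI was 49.6%, just under the limit. The cells analyzed were 4547 WT and 7215 *Ebag9*-/- cells, with a median of 10254 and 7982 UMIs, respectively. Doublets were kept, since the paper's text names no removal of doublets. Scrublet marked 1 cell per library (0.021% of WT and 0.013% of *Ebag9*-/- cells) and so did not work on these data.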

After applying the Seurat integration workflow (30) and quality control for number of genes per cell and mitochondrial gene content, 4301 WT and 6938 *Ebag9*^–/–^ TAg-specific CD8^+^ T cells were analyzed. 

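The CD8+ T cells fell into a broad cluster led by *Ccl5*, a chemokine of effector cells, with *Ctla2a* and *Hopx*, a memory-like cluster led by *Igfbp4*, *Sell*, *Satb1*, *Bcl2* and *Lef1*, and 2 proliferating clusters, led by the mitotic genes *Ccnb2*, *Cenpa* and *Cdkn3* and by histone genes. The remaining 5 clusters were small. They were a cluster with few UMIs per cell led by *Macf1* and *Malat1*, a CD4 T cell-like cluster, and clusters led by dendritic (*Fscn1*, *Cd74*), neutrophil (*S100a8*, *S100a9*) and monocyte genes (*Lyz2*, *Csf1r*) that together held 89 WT and 123 *Ebag9*-/- cells. These 9 clusters came from the lowest resolution that gave at least 9, and the lowest that gave at least 12 split them into 13. The broad cluster then divided into cells led by *Id3*, *Dapl1*, *Il7r*, *Slamf6* and *Tcf7*, here called *Id3*-led, cells led by *Ccl5*, *Ccr2*, *Cxcr6* and *Zeb2*, and an interferon-led group (*Ifit3*, *Ifit1*, *Isg15*). The cluster with few UMIs held 3.12% (2.64 to 3.67) of WT and 2.65% (2.29 to 3.04) of *Ebag9*-/- cells. The memory-like cluster divided into *Igfbp4*-led and *Xcl1*-led cells.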

Unsupervised clustering of antigen-specific CD8^+^ T cells assigned cells distinctly into 8 clusters on the basis of their transcriptomes (Figure 6C). In particular, a higher proportion of *Ebag9*^–/–^ cells was present in cluster 1, whereas WT cells were more frequently found in cluster 0 (Figure 6, D and E, and Supplemental Figure 7B).

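*Id3*, a transcription factor of memory precursors, was highest in the broad cluster among the 4 main clusters, and this cluster held 39.4% (37.9 to 40.8) of WT and 47.1% (46.0 to 48.3) of *Ebag9*-/- cells. Its *Id3*-led part held 17.2% (16.1 to 18.3) of WT and 23.5% (22.6 to 24.5) of *Ebag9*-/- cells, and its *Ccl5*-led part 19.3% (18.1 to 20.5) of WT and 20.2% (19.2 to 21.1) of *Ebag9*-/- cells. The memory-like cluster held 23.4% (22.2 to 24.7) of WT and 18.0% (17.1 to 18.9) of *Ebag9*-/- cells, with 16.5% (15.5 to 17.7) of WT and 13.9% (13.1 to 14.7) of *Ebag9*-/- cells in its *Igfbp4*-led part and 6.84% (6.12 to 7.61) of WT and 4.06% (3.62 to 4.54) of *Ebag9*-/- cells in its *Xcl1*-led part. The proliferating clusters together held 29.7% of WT and 28.2% of *Ebag9*-/- cells. Clustered without the genes of Figure 7 and of the text, the broad cluster held 37.8% and 45.4% and the memory-like cluster 23.3% and 17.9% of WT and *Ebag9*-/- cells, respectively. In the authors' background-corrected matrices, the cluster led by *Id3* held 10.1% of WT and 8.93% of *Ebag9*-/- cells, the opposite order, while most *Id3*-led cells fell there into an interferon-led cluster, and both together held 26.1% and 34.2%. At the finer resolution of those matrices, where *Id3* was among the leading genes of 2 clusters, these held 21.8% of WT and 28.4% of *Ebag9*-/- cells, the order of the uncorrected counts.

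**Figure D1:**
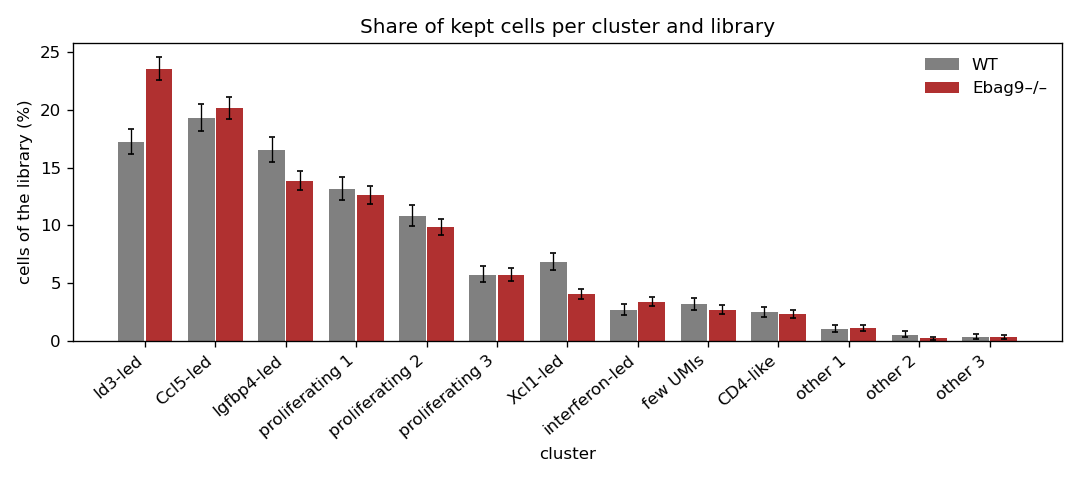
Share of each library's cells (y axis, %) in each of the 13 finer clusters (x axis) for WT and *Ebag9*-/- cells. Bars are shares and error bars are exact 95% binomial intervals, which cover counting error only. The *Id3*-led bar is taller for *Ebag9*-/- cells and the *Igfbp4*-led and *Xcl1*-led bars are taller for WT cells.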

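Genes of naive and central memory T cells marked the memory-like cluster, in which 11 of 12 genes of a naive CD8+ T cell list were above their level over all cells (median log2 ratio 1.74). Of 18 cytotoxic effector genes, 16 were above that level in the *Ccl5*-led cells (0.43) and 5 in the *Id3*-led cells (-0.62). All 20 S phase genes and all 20 G2/M phase genes were above it in the proliferating clusters (0.92 and 1.05). These lists share genes with the markers from which clusters were named, so their order is partly given by the naming. The broad cluster had no class by those markers. Names were rebuilt here, and the numbers of the clusters do not carry over to Figure 6C.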

The clusters could be identified as memory-like (cluster 0), effector-like (clusters 4, 5, and 6), or intermediate (clusters 1, 2, 3, 7, and 8) CD8^+^ T cells (Figure 6C and Supplemental Figure 7C). Cluster 0 cells expressed genes associated with memory T cell differentiation, such as *Il7r*, *Sell* (encoding CD62L), *Ccr7*, *Cd27*, *Lef1*, *Tcf7* (encoding TCF1), and *Zeb1* (Supplemental Figure 7E). Likewise, cluster 1 and 8 cells expressed high levels of memory or precursor memory signature genes (*Il7r*, *Cd27*, *Tcf7*, and *Id3*). 

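*Sell*, *Ccr7* and *Lef1*, which mark naive and central memory cells, stood well above the broad and proliferating clusters in the memory-like cluster. Over both libraries, *Sell* was at 376 CPM there, 40.9 CPM in the broad cluster and 18.5 CPM in the proliferating clusters. *Ccr7*, the homing receptor for lymph nodes, was at 216, 35.2 and 19.2 CPM in the same order, and *Lef1* at 495, 107 and 67.4 CPM. *Il7r*, the receptor for the survival cytokine IL-7, was at 516, 266 and 51.1 CPM, *Tcf7* at 361, 247 and 92.2 CPM, and *Zeb1* at 57.1, 29.4 and 22.5 CPM. *Cd27* did not set this cluster apart, with 258 CPM against 262 CPM in the broad cluster. The small CD4 T cell-like cluster was not lower in *Lef1* (524 CPM in WT and 532 CPM in *Ebag9*-/- cells) or *Ccr7* (242 and 227 CPM). Apart from *Cd27*, these genes were among the markers from which the memory-like cluster was named.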

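The *Id3*-led cells combined the memory genes *Il7r* (382 CPM over both libraries), *Tcf7* (334 CPM) and *Cd27* (274 CPM) with the highest *Id3* level of the clusters compared, 240.1 CPM. *Id3* was next highest in the *Xcl1*-led cells (165 CPM) and was at 34.0 CPM in *Ccl5*-led, 54.1 CPM in *Igfbp4*-led and 65.0 CPM in proliferating cells. *Id3*, *Il7r* and *Tcf7* are leading genes of the *Id3*-led cells, so their height there is part of how the cluster was drawn. No cluster could be matched to cluster 8.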

*Sell* and *Ccr7* were only slightly expressed. In addition, some effector-associated genes, such as *Cxcr3*, *Id2*, and *Il2rb*, were enriched in these clusters of cells (Supplemental Figure 7, D and E). 

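*Sell* was at 69.3 CPM in the *Id3*-led cells and 394 CPM in the *Igfbp4*-led cells. For *Ccr7* the levels were 60.3 and 259.9 CPM.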

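*Cxcr3*, a chemokine receptor of effector cells, was at 316 CPM in the *Id3*-led cells, against 344 CPM in the *Ccl5*-led and 31.9 CPM in the *Igfbp4*-led cells. *Il2rb*, the β chain of the IL-2 and IL-15 receptors, was at 235, 226 and 52.9 CPM, respectively. *Id2*, the effector-promoting counterpart of *Id3*, was lower in the *Id3*-led (366 CPM) than in the *Ccl5*-led cells (787 CPM) and higher than in the *Igfbp4*-led cells (123 CPM).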

In clusters 4, 5, and 6, genes associated with effector T cell function involving *Gzma*, *Gzmb*, *Il2rb*, *Cxcr3*, and *Id2* were prominently expressed (Supplemental Figure 7D). 

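*Gzma* and *Gzmb*, the granzymes of lytic granules, were highest in the proliferating clusters, at 1169 and 606 CPM, against 461 and 199.9 CPM in the broad and 74.9 and 28.0 CPM in the memory-like cluster. *Id2* was also high there (571 CPM, against 562 and 127 CPM). *Il2rb* (188 CPM) and *Cxcr3* (255 CPM) were above the memory-like (107 and 61.1 CPM) and below the broad cluster (231 and 326 CPM). The WT proliferating cells also held neutrophil transcripts that the *Ebag9*-/- cells nearly lacked, 3204 against 9 *Camp* UMIs and 6238 against 24 *S100a8* UMIs. The authors' background-corrected counts of these cells hold 181 and 0 for *S100a8*, so that model takes nearly all of it as background. Yet the WT cells of the broad and memory-like clusters held only 74 and 44 *S100a8* UMIs. Among the main clusters these UMIs were thus concentrated in the proliferating ones, and their origin was not tested. All WT cells together held 17445 *S100a8* UMIs, so most lay in the small clusters, where a cluster led by neutrophil genes was found. Plasma cell transcripts were also higher in WT proliferating cells, with 5982 against 332 *Igha* UMIs. Uncorrected, fewer erythroid transcripts were found in the *Ebag9*-/- cells (5 measured genes, median log2 ratio -0.79, percentile 0 among matched random lists). The corrected counts of *Hbb-bs*, a hemoglobin gene, were 3730 in WT and 243 in *Ebag9*-/- cells, against 11228 and 7359 UMIs.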

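*Stmn1*, which regulates microtubules, was at 1401 CPM in the proliferating clusters, 61.2 CPM in the broad and 47.1 CPM in the memory-like cluster. *Cks2*, a partner of cyclin-dependent kinases, was at 465, 43.4 and 26.5 CPM, and *Cdca8*, a chromosomal passenger protein, at 325, 7.73 and 7.00 CPM. *Lig1*, the ligase of DNA replication, was at 183, 11.0 and 11.8 CPM. All 4 were markers used to name these clusters.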

Genes important for cell cycle control (i.e., *Cks2*, *Lig1*, *Stmn1*, and *Cdca8*), were also upregulated among those cells (Supplemental Figure 7G). Cells within clusters 2, 3, and 7 also expressed genes associated with effector T cell activity. 

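Among the cells outside cycle, the *Ccl5*-led cells carried the most granzyme mRNA, with 998 CPM of *Gzma* and 387 CPM of *Gzmb*, against 24.4 and 17.2 CPM in *Id3*-led and 175 and 58.2 CPM in *Xcl1*-led cells.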

Simultaneously, the memory-related genes *Il7r*, *Tcf7*, and *Cd27* were enriched (Supplemental Figure 7, D and E). Furthermore, exhaustion-related gene expression (*Klrg1*, *Pdcd1*, *Cd160*, *FasL*, *Cxcr6*) was detected among all cell clusters, except for memory cluster 0 (Supplemental Figure 7F).

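In the *Ccl5*-led cells *Il7r* was at 139.6 CPM, *Tcf7* at 153 CPM and *Cd27* at 249 CPM. *Il7r* and *Tcf7* were thus above the proliferating clusters and below the *Id3*-led cells. In the *Xcl1*-led cells the levels were 435, 310.2 and 270.0 CPM.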

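The exhaustion-related genes were rarer in the memory-like cluster than in the broad and proliferating clusters, but *Cd160*, an inhibitory receptor, and *Cxcr6*, a chemokine receptor of tissue-resident cells, were found in it. With each cell thinned to 2000 UMIs, *Cd160* was detected there in 6.61% (5.19 to 8.28) of WT and 5.54% (4.36 to 6.93) of *Ebag9*-/- cells, and *Cxcr6* in 9.06% (7.40 to 11.0) of WT and 10.3% (8.68 to 12.1) of *Ebag9*-/- cells. Dendritic-type cells taken out of the sort served as the reference, although 49.6% of them held a CD3 UMI, so T cell RNA of other origin than free RNA may be in their shares. They gave 1.75% and 1.75% for *Cd160* and 1.84% and 1.73% for *Cxcr6* in WT and *Ebag9*-/-, respectively. For *Pdcd1*, which encodes PD-1, the memory-like cluster gave 0.312% and 0.518% and the dendritic-type cells 0.349% and 0.359%. *Pdcd1* was thus below the reference in WT and above it in *Ebag9*-/-, with few cells behind each share. *Klrg1*, a marker of terminal effectors, gave 0.163% and 0.404%, and *Fasl*, the ligand of the death receptor FAS, 0.931% and 0.669%. *Klrg1* was seen in none of the 169 WT and 371 *Ebag9*-/- dendritic-type cells, and *Fasl* in 0.514% and 0.129% of them. These cells are too few to tell whether *Klrg1* was rarer in them than in the memory-like cluster. In the broad cluster the shares were 1.73% and 1.56% for *Klrg1*, 7.50% and 7.28% for *Pdcd1*, 22.1% and 21.7% for *Cd160*, 3.35% and 2.62% for *Fasl* and 24.3% and 25.1% for *Cxcr6*. In the proliferating clusters they were 3.38% and 2.61%, 6.93% and 6.64%, 26.3% and 25.8%, 3.20% and 3.47% and 20.6% and 23.1% in the same order of genes. Unthinned, *Cd160* was detected in 20.4% and 15.2% and *Cxcr6* in 28.6% and 26.1% of memory-like cells. Thinning left out 9 WT and 10 *Ebag9*-/- memory-like cells, and median depths before it were 8584 and 6439 UMIs there and 16636 and 17477 UMIs in the dendritic-type cells.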

Next, we applied gene sets defined by the immunological C7 collection from the Molecular Signature Database (31) to confirm the biologically relevant phenotypes of the defined clusters. Clusters 4, 5, and 6 were associated with gene sets previously shown to be upregulated in effector T cells. 

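The C7 gene sets were not analysed here, and lists of marker genes were used in their place. Of the 18 cytotoxic effector genes, among them the granzymes and *Ccl5*, 13 were above their level over all cells in the proliferating clusters (median log2 ratio 0.14), 12 in the broad (0.06) and 0 in the memory-like cluster (-1.17).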

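Genes of antigen-experienced and of naive CD8+ T cells separated the memory-like cluster from the *Id3*-led cells. Of 20 antigen-experienced genes, such as *Itga4* and *Ctla2a*, 0 were above their level over all cells in the memory-like cluster (median log2 ratio -2.02), 6 in the *Id3*-led cells (-0.06) and 17 in the whole broad cluster (0.32). Of the naive genes, such as *Sell*, 4 were above it in the *Id3*-led (-0.23) and 10 in the *Xcl1*-led cells (0.89).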

Gene sets associated with a memory T cell phenotype were preferentially associated with clusters 0, 1, and 8 (Figure 6F).

Applying RNA velocity (32), a directional flow from proliferative effector-associated CD8^+^ T cells (clusters 4, 5, and 6) through the intermediate state (clusters 1, 2, 3, 7, and 8) toward memory CD8^+^ T cells (cluster 0) (Figure 6G) was detected. Major dynamic-driving genes for the inferred T cell dynamics were the upregulated genes *Satb1*, *Itga4*, and *Kifl1* with a positive velocity, as well as the downregulated *Lgals1* gene, for which a negative velocity was detected (Figure 6H).

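RNA velocity needs spliced and unspliced counts, which were not analysed here, so levels are given. *Satb1*, a chromatin organizer of T cells, was at 15.0 CPM in the proliferating, 30.9 CPM in the broad and 311 CPM in the memory-like cluster, of which it is a leading gene. *Itga4*, the α4 integrin, was at 681, 1022 and 183 CPM in that order. *Kif11*, a motor protein of the mitotic spindle, was at 158, 5.57 and 2.95 CPM. *Lgals1*, which encodes galectin-1, was at 5702, 3059 and 277 CPM. Between genotypes, over all cells, the ratio of *Ebag9*-/- to WT was 1.33 (1.31 to 1.35) for *Itga4*, 0.858 (0.822 to 0.895) for *Satb1* and 1.02 (1.01 to 1.03) for *Lgals1*. Within the memory-like cluster, which held a smaller share of *Ebag9*-/- cells, *Satb1* had a ratio of 1.02 (0.966 to 1.07). *Kif11* had a ratio of 0.972 (0.933 to 1.01) in the proliferating clusters.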

In addition, we analyzed the expression of key genes associated with either effector or memory commitment within the different clusters of WT and *Ebag9*^–/–^ cells (Figure 7). 

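Most genes of Figure 7 differed little between genotypes. Counting a gene as higher or lower at a log2 ratio of at least 0.32 either way, over all cells the effector transcription factors had 1 of 8 higher and 0 lower in *Ebag9*-/- cells (median log2 ratio 0.07, percentile 99.6 among 10000 random lists of like expression), with *Prdm1*, which encodes BLIMP-1, at a ratio of 1.26 (1.13 to 1.41) and *Tbx21*, which encodes T-bet, at 0.867 (0.830 to 0.907). The memory transcription factors had 0 of 12 higher and 0 lower (median log2 ratio -0.01, percentile 62), and the surface proteins 0 of 9 higher and 0 lower (median log2 ratio -0.07, percentile 7.58). The apoptosis genes had 0 of 13 higher and 2 lower (median log2 ratio 0.04, percentile 97.6), a median that turned to -0.02 with cells weighted equally and to -0.00238 averaged over classes, the lower genes being *Bbc3* and *Traf4*, at 0.700 (0.632 to 0.775). In the memory-like cluster the memory transcription factors had a median log2 ratio of 0.09 at percentile 97.1, and the surface proteins a median log2 ratio of -0.15 at percentile 0.25, where *Il2rb* had a ratio of 0.768 (0.701 to 0.841) and *Cxcr3* 0.721 (0.638 to 0.814).

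**Figure D2:**
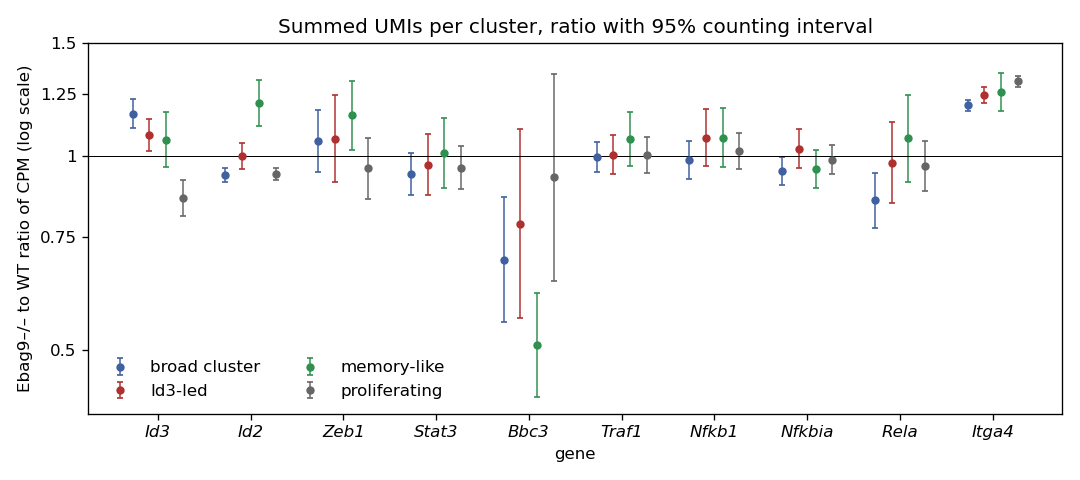
Ratio of CPM in *Ebag9*-/- to WT cells (log axis) for 10 genes in the broad, *Id3*-led, memory-like and proliferating clusters. Points are ratios and bars are exact 95% intervals for counting error only. *Itga4* lies above 1 in all 4 groups, and *Bbc3* lies furthest below 1 in the memory-like cluster.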

Most interestingly, a higher expression of the transcription factor *Id3* was observed for *Ebag9*^–/–^ cluster 1 cells. Furthermore, *Ebag9*^–/–^ cluster 0 cells expressed *Zeb1* and cluster 8 cells expressed *Stat3* and *I12rb1* to a higher extent than the corresponding WT cells of those clusters.

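*Id3* (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755 of GRCm38) was higher in the broad cluster of *Ebag9*-/- than of WT cells, at 127 CPM (121 to 132) in WT and 148 CPM (143 to 152) in *Ebag9*-/- cells, from 2329 and 4043 UMIs. This is a ratio of 1.17 (1.11 to 1.23), and 1.17 when clustered without the genes of Figure 7. Part of it reflects the makeup of the cluster, since 783 of the 1790 WT and 1698 of the 3400 *Ebag9*-/- cells of the broad cluster were *Id3*-led, and among the *Id3*-led cells, of which *Id3* is a defining gene, the ratio was 1.08 (1.02 to 1.14). These ratios were larger in the authors' background-corrected counts of the same cells, 1.54 in the broad cluster and 1.46 among *Id3*-led cells. In the broad cluster the correction lowered WT (1914 against 2329 UMIs) but put *Ebag9*-/- above what was observed (4294 against 4043 UMIs). The corrected *Ebag9*-/- counts also exceed the UMIs in proliferating cells (2059 against 1923) and over all cells (7360 against 6960). In proliferating cells *Id3* was lower in *Ebag9*-/-, at a ratio of 0.863 (0.810 to 0.919), but higher, at 1.13, in the corrected counts. Over all cells the ratio was 1.09 (1.05 to 1.13), and 1.41 in the corrected counts. With cells thinned to 2000 UMIs, *Id3* was detected in 16.5% and 19.1% of WT and *Ebag9*-/- cells of the broad cluster, and in 2.12% and 1.06% of the dendritic-type cells taken out. Unthinned, the shares in the broad cluster were 39.6% and 40.4%, at median depths of 9804 and 7569 UMIs, and thinning left out 26 WT and 12 *Ebag9*-/- cells.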

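*Zeb1*, a repressor of *Il2*, was higher in the memory-like cluster of *Ebag9*-/- cells, at 53.0 CPM (48.5 to 57.9) in WT and 61.5 CPM (56.4 to 66.9) in *Ebag9*-/- cells, from 506 and 538 UMIs, a ratio of 1.16 (1.03 to 1.31). *Stat3*, which relays IL-6, IL-10 and IL-21 signals, had a ratio of 0.939 (0.872 to 1.01) in the broad cluster, 0.971 (0.871 to 1.08) in *Id3*-led and 1.04 (0.833 to 1.31) in *Xcl1*-led cells. *Il12rb1*, a chain of the IL-12 receptor, had ratios of 0.948 (0.791 to 1.14) in the broad cluster and 1.38 (0.631 to 3.04) in *Xcl1*-led cells, the latter from 15 UMIs in each library, and a log2 ratio of 0.33 in *Id3*-led cells, from 61 and 131 UMIs. The intervals of *Stat3* include 1 in all 3 groups. In the background-corrected counts of the same *Xcl1*-led cells the ratio was 0.915 for *Stat3* and 0.849 for *Il12rb1*.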

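*Bbc3* (ENSMUSG00000002083, chromosome 7, 16308393 to 16318205 of GRCm38) encodes PUMA, which triggers the mitochondrial pathway of apoptosis. In the memory-like cluster it was at 37.8 CPM (34.0 to 41.9) in WT and 19.3 CPM (16.5 to 22.5) in *Ebag9*-/- cells, from 361 and 169 UMIs, a ratio of 0.511 (0.423 to 0.615). The difference was present in both parts of this cluster, at ratios of 0.472 (0.357 to 0.620) in *Igfbp4*-led and 0.629 (0.484 to 0.812) in *Xcl1*-led cells. In proliferating cells *Bbc3* was near 2.14 CPM in WT, with a ratio of 0.928 (0.641 to 1.34). In the authors' background-corrected matrices, clustered anew, the ratio in the memory-like cluster was 0.267. For the same cells as here, those matrices hold 543 WT counts, above the 361 UMIs observed. Among the genes with the lowest ratios in this cluster, *Cxcr4* (ratio 0.372, 0.322 to 0.429) and *Ddit4* (0.606, 0.552 to 0.664) were lower together with *Bbc3*. Both were also lower in the broad (0.372 and 0.695) and proliferating clusters (0.466 and 0.571).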

Gene expression of the strongly pro-apoptotic, BH3-only protein BBC3 was increased in memory-associated cluster 0 WT cells (Figure 7). 

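*Traf1*, an adaptor of TNF receptors that transmits survival signals, was at 129.9 CPM (125 to 135) in WT and 129.7 CPM (125 to 134) in *Ebag9*-/- cells of the broad cluster, a ratio of 0.998 (0.947 to 1.05). The ratio was 1.01 (0.938 to 1.08) among *Id3*-led and 1.11 (0.944 to 1.30) among *Xcl1*-led cells. Over all cells, whose makeup differed between the libraries, it was 1.11 (1.07 to 1.15). In the authors' background-corrected matrices, the cluster led by *Id3* gave 1.23, and the same cells as here gave 1.24 in the broad cluster and 1.26 among *Id3*-led cells. In the broad cluster those matrices hold 2142 WT and 3856 *Ebag9*-/- counts, against 2391 and 3555 UMIs, so in *Ebag9*-/- they exceed what was observed.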

On the contrary, *Ebag9*^–/–^ cells associated with the memory-related clusters 1 and 8 had a higher expression of *Traf1*. An inhibitory effect of this TNF receptor–associated factor 1 (TRAF1) on antigen-induced apoptosis of CD8^+^ T cells was shown in transgenic mice overexpressing TRAF1 (33). Furthermore, *Ebag9*^–/–^ cluster 8 cells revealed a higher expression of genes related to the NF-κB pathway (*Nfμb1*, *Nfμbia*, *Nfμbie*, and *Rela*) (Figure 7). 

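Among the *Xcl1*-led cells, which carried the second-highest *Id3* level, UMIs of NF-κB pathway genes were higher in *Ebag9*-/-, but the direction of some of them depended on the correction for background. *Nfkbia*, the inhibitor IκBα and itself an NF-κB target, had a ratio of 1.37 (1.21 to 1.55), *Rela*, the p65 subunit, 1.31 (0.997 to 1.72), *Nfkbie* 1.34 (0.807 to 2.24) and *Nfkb1*, the p105 precursor of p50, 1.08 (0.890 to 1.30), of which only the interval of *Nfkbia* excludes 1. In the authors' background-corrected counts of the same cells *Nfkbia* turned to 0.833, *Nfkbie* was at 0.998, *Rela* at 1.27 and *Nfkb1* at 1.17. For *Nfkbia* the corrected WT count (688) exceeds the 520 UMIs observed. Of 13 NF-κB pathway genes, 8 were higher and 2 lower there in uncorrected UMIs (median log2 ratio 0.39, percentile 100 among matched random lists). In the broad cluster the ratios were 0.987 (0.922 to 1.06) for *Nfkb1*, 0.949 (0.903 to 0.997) for *Nfkbia*, 0.990 (0.862 to 1.14) for *Nfkbie* and 0.855 (0.775 to 0.944) for *Rela*, and the list had a median log2 ratio of -0.07 at percentile 31.1. The corrected counts gave 1.10, 0.947, 1.11 and 1.12 for these genes, above 1 for all but *Nfkbia*. For *Rela* the corrected *Ebag9*-/- count (1032) exceeds the 925 UMIs observed. The *Xcl1*-led cells are far fewer than those of the broad cluster, 311 WT and 293 *Ebag9*-/- cells.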

Combined, their activity would be consistent with an anti-apoptotic function (34, 35).

Metabolism is an important regulator of T cell differentiation (36). 

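Glycolytic enzymes were slightly higher in WT than in *Ebag9*-/- proliferating cells. *Eno1* was at 333 CPM (326 to 339.9) in WT and 269.6 CPM (264 to 275) in *Ebag9*-/- cells, a ratio of 0.809 (0.786 to 0.834), and *Gapdh* (0.867, 0.857 to 0.878), *Ldha* (0.888, 0.870 to 0.907), *Aldoa* (0.896, 0.873 to 0.921) and *Pgk1* (0.911, 0.883 to 0.941) lay the same way. *Myc*, which drives growth and glycolysis, lay the other way (1.19, 1.03 to 1.38). *Cpt1a*, the carnitine transferase that admits fatty acids to mitochondria, was lower in *Ebag9*-/- cells (0.732, 0.658 to 0.814). Of the 27 metabolic genes of Figure 7, WT was above *Ebag9*-/- in 18, with the interval of the ratio below 1 for 12 and above 1 for 2 (median ratio 0.929). WT was above *Ebag9*-/- in 10 of 14 glucose, 6 of 9 fatty acid and 2 of 4 amino acid genes, and the measured glucose genes had a median log2 ratio of -0.14 at percentile 0.03. The glucose genes were also lower in *Ebag9*-/- cells of the broad cluster (median log2 ratio -0.14, percentile 0.15). Myeloid transcripts, higher in WT proliferating cells as given above for *Camp* and *S100a8*, moved with this group (6 measured genes, median log2 ratio -2.50, percentile 0).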

Proliferative WT cells of the effector-associated clusters 4, 5, and 6 were the most metabolically active cells, exhibiting slight upregulation of most of the metabolic genes (Figure 7). This may indicate their ongoing engagement in the antigen removal during the effector phase, a reaction already dampened in the Ebag9^–/–^ T cell population.

Taken together, scRNA-Seq revealed transcriptional heterogeneity among antigen-specific CD8^+^ T cells from *Ebag9*^++^ and *Ebag9*^–/–^ mice. These T cells were distributed at differential frequencies among the clusters, with a gain in *Ebag9*^–/–^ cluster 1 defined by memory-promoting gene functions.

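At day 7, *Ebag9*-/- cells lay more often in the broad cluster, which was high in *Id3*, and less often in the memory-like cluster, which was high in the homing genes *Sell* and *Ccr7*. The share of proliferating cells, which carried the most granzyme mRNA, was close between genotypes. The share of the broad cluster differed by 7.76 percentage points and that of its *Id3*-led part by 6.31 points, both higher in *Ebag9*-/- cells, while the *Ccl5*-led cells, rich in granzymes, differed by 0.865 points. For the memory-like cluster the difference was -5.41 points. In the authors' background-corrected counts the *Id3* cluster differed by -1.17 points at the main, -1.53 at the lower and 6.62 at the higher resolution. *Il2*, a growth factor for T cells that *Zeb1* represses, was lower over all *Ebag9*-/- cells, at a ratio of 0.654 (0.579 to 0.738), with 0.561 (0.479 to 0.658) in the broad cluster, 0.448 (0.359 to 0.558) among *Id3*-led cells, 0.669 (0.545 to 0.819) in proliferating cells and 0.682 (0.332 to 1.35), from few UMIs, in the memory-like cluster. With 1 pool of mice per genotype, the spread of these shares between mice is unknown. The paper states that *Ebag9*-/- cells gained in cluster 1, defined by memory-promoting genes. It proposes that *Id3* without *Id2* there would fit a precursor memory signature, and that anti-apoptotic expression might let these cells escape death and form a memory pool. It also proposes that the effector reaction of *Ebag9*-/- cells may already be dampened.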

## Discussion

Using *Ebag9*-deleted mice allowed us to assess the consequences of an altered cytolytic strength on CD8**^+^** lineage decisions in conjunction with the absence of a strong inflammatory stimulus (6, 37). *Ebag9*^–/–^ mice immunized with miHAg-mismatched male splenocytes developed significantly higher frequencies and numbers of HY-specific CD8**^+^** T cells in the memory phase. These results suggested that the encounter with a miHAg under noninflammatory priming conditions induced a differentiation program driving CD8**^+^** T cells to gain preferentially memory properties.

To get more insight into the systemic consequences of *Ebag9* deletion in a model of chronic antigen stimulation, we used the transgenic *Eμ-Tcl1* CLL mouse model. Immune responses against transplanted tumor cells, as used in a previous study, have a greater risk of misinterpretation because they need to be injected in large numbers, usually grow fast, may have acquired phenotypic changes in vitro, and challenge the T cell response with rapidly dying cells at a single time point (12, 29). In contrast, *Eμ-Tcl1* mice phenocopy human CLL regarding an immunosuppressive phenotype characterized by aberrant T cell subsets and an impaired ability to form immunologic synapses (19, 20). Additionally, the disease proceeds rather slowly, which might favor the acquisition of secondary mutations and neoantigens. Putting our findings together, we conclude that T cells potentially respond better to that challenge depending on their activation status and subset differentiation. Using the *Eμ-Tcl1* leukemia cell transplantation model, it has been shown that PD-1 immune checkpoint blockade can restore CD8 T cell function and delay leukemia progression (38, 39). In the present study, applying an autochthonous tumor model, we found that enhanced cytolytic activity endowed *Eμ-Tcl1 Ebag9*^–/–^ mice with a better clinical outcome compared with *Eμ-Tcl1 Ebag9*^+/–^ mice, suggesting that immune escape can also be restored at the level of cytolytic capacity. T cell differentiation in *Ebag9*^–/–^ CLL mice was different from that in *Ebag9* WT mice, because significantly more naive CD8^+^ T cells and fewer antigen-experienced memory cells were found. Although there are some discrepancies between our study and previous studies in transplanted immune checkpoint blockade–treated mice, we also noted in *Ebag9*^–/–^ CLL mice trends in T cell subset repair similar to programmed cell death ligand 1 blockade (38). The *Ebag9*^–/–^ model does not exclude that other immune cell subsets also contribute to better antitumor effector functions, because the gene was not deleted in a T cell–specific manner.

Inflammation influences the magnitude of proliferative expansion as well as the rate at which antigen-specific CD8**^+^** T cells gain memory cell properties (40). During the development of tumor-reactive CD8**^+^** T cells against sporadic cancer, a premalignant phase has been described that has the potential of priming T cell reactivity in a noninflammatory context (14, 16). Hence, lack of this inflammatory environment putatively could lead to a deviation from CD8^+^ T cell differentiation processes during infection. Experimentally, we largely excluded an inflammatory stimulus through our immunization procedure.

To explore a link among precursor frequency, avidity, and differentiation potential, we made use of the MataHari TCR-transgenic strain. In contrast to the high-avidity OT-I CD8**^+^** T cells recognizing a strong neoantigen from ovalbumin, adoptive MataHari T cell transfers required more naive precursors to visualize a distinct CD8**^+^** memory population (41). In keeping with the polyclonal HY-reactive repertoire, CD8**^+^** T cell expansion and differentiation processes in the effector phase were indistinguishable between *Ebag9*^+/+^ and *Ebag9*^–/–^ MataHari cells. However, in the memory phase, transferred *Ebag9*^–/–^ MataHari cells expanded to higher numbers and frequencies and, therefore, recapitulated the polyclonal response. We conclude that a monoclonal TCR population, as compared with a polyclonal naive repertoire, favored a similarly biased memory differentiation when *Ebag9* was deleted. Thus, TCR avidity, although playing a role in clonal selection during the response primed under inflammatory conditions (42), did not alter fate decisions when the cytolytic capacity was high and inflammation was reduced. Our results are in agreement with gene expression studies showing that the frequencies of antigen-specific T cell precursors and TCR repertoire did not greatly alter gene expression at effector or memory time points (43).

When mice were challenged with the strongly immunogenic TAg antigen, we could essentially recapitulate activation and memory differentiation processes as seen in the HY-antigen model. In the memory phase, *Ebag9*^–/–^ mice developed an expanded TAg-specific CD8^+^ T cell pool, suggesting that Ebag9-mediated effects on CD8^+^ T cell fate decisions were not limited to a particular miHAg model in which the TCR signal strength was probably different from those in the TAg-reactive population.

In context of infection models, the strength and duration of infection are implicated in acquisition of a memory fate. Curtailing the duration of antigen availability promotes the differentiation of memory (44). In our immunization system, which lacked a strong inflammatory stimulus and exposed animals to identical antigenic challenges, the only variable was, instead, the cytolytic capacity of CTLs (11, 12). We suggest that the extent of cytolysis by a common pool of CTLs regulated the preferred differentiation into memory cells.

scRNA-Seq analysis of TAg-antigen specific CD8^+^ T cells supported our interpretation of the regulation of memory differentiation. 

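Expression over all cells was close between the libraries. Of 2683 genes with at least 50 CPM in at least 1 library, 98.3% had a log2 ratio within 0.32 of 0, and within the broad, memory-like and proliferating clusters this held for 97.9%, 97.2% and 98.3%, respectively. The 4 epigenetic modifiers of Figure 7, among them the DNA methyltransferase *Dnmt3a* and the histone methyltransferase *Ezh2*, had ratios of 0.942 (0.882 to 1.01) for *Dnmt3a*, 0.949 (0.922 to 0.978) for *Ezh2*, 1.04 (0.951 to 1.13) for *Suv39h1* and 1.02 (0.949 to 1.09) for *Tet2*. The glucose genes had a median log2 ratio of -0.11 at percentile 0.18, but -0.02 at percentile 46.1 in the authors' background-corrected matrices, and the fatty acid genes a median log2 ratio of -0.07 at percentile 14.5. The genes furthest below WT were of other cell types, such as *Igha* of plasma cells (ratio 0.145, 0.136 to 0.155), *S100a9* of neutrophils (0.296, 0.288 to 0.304) and *Hba-a2* of erythroid cells (0.354, 0.334 to 0.375). In WT, the proliferating clusters held 5982 of the 6229 *Igha* UMIs and 7468 of the 22272 *S100a9* UMIs. In *Ebag9*-/- they held 332 of 1097 and 49 of 7998, respectively.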

Although we did not reveal profound transcriptional differences between WT and *Ebag9*^–/–^ CTLs regarding transcriptional, epigenetic, or metabolic regulators, we determined that differences in memory responses were reflected by changes in the frequencies of cells in subpopulations. Strikingly, an increased cluster 1 in *Ebag9*^–/–^ CTLs characterized by a modest overexpression of *Id3*, but not its counter-regulatory partner, *Id2*, would be consistent with a precursor memory signature. 

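*Id2* (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140 of GRCm38) was slightly lower in the broad cluster of *Ebag9*-/- cells, at 584 CPM (573 to 595) in WT and 547 CPM (538 to 556) in *Ebag9*-/- cells, a ratio of 0.936 (0.913 to 0.960). Among the *Id3*-led cells the ratio was 1.00 (0.958 to 1.05). In the memory-like cluster *Id2* was higher in *Ebag9*-/- cells, at 116 CPM in WT and 140.0 CPM in *Ebag9*-/- cells and a ratio of 1.21 (1.12 to 1.32), but at 1.01 in the authors' background-corrected counts of the same cells.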

For the HY-antigen model, at day 10, essentially the same imbalance between *Id2* and *Id3* was obtained in Ebag9^–/–^ CTLs, supporting our notion in the TAg-antigen model.

Id3^hi^ precursors of long-lived memory cells could be identified before the peak of T cell population expansion or upregulation of cell-surface receptors that indicate memory potential (45, 46). Although the *Id3* increase seemed rather small, even in infection models, at the peak of the primary response, T-bet expression between terminal effector and precursor memory cells differed only 2-fold (22), indicating that the differences observed here are sufficient for preferential fate decisions.

In *Ebag9*^–/–^ subsets, clusters 0, 1, and 8 had higher expression of memory-related transcription factors *Zeb1*, *Id3*, and *Stat3*. 

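Other memory-related transcription factors differed by similar amounts. In the memory-like cluster *Lef1* had a ratio of 1.15 (1.10 to 1.20), *Tcf7*, which encodes TCF1, 1.07 (1.02 to 1.12) and *Bach2*, a repressor of effector genes, 1.12 (0.981 to 1.28). *Zeb1* had a ratio of 1.06 (0.947 to 1.18) in the broad cluster and 1.07 (from 255 and 465 UMIs) among *Id3*-led cells. In the broad cluster *Tcf7* had 1.05 (1.01 to 1.09) and *Bcl2*, which blocks apoptosis, 1.21 (1.10 to 1.33). *Id3* had 1.06 (0.963 to 1.17) in the memory-like cluster as a whole and 1.24 (1.09 to 1.41) in its *Xcl1*-led cells.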

The transcription factor *Zeb1* represses *Il2* and is critical for memory CD8^+^ T cell survival and function (47). Activation of the signal transducer and activator of transcription 3 (*Stat3*) promotes the expression of Bcl-6 that enhances memory CD8^+^ T cell differentiation (48). Interestingly, the memory cluster 0 and the precursor memory cluster 1 in WT CD8^+^ T cells had higher gene expression of the pro-apoptotic factor *Bbc3*. In contrast, there was greater expression of anti-apoptotic genes associated with the NF-κB pathway in clusters 8 and 1 of *Ebag9^–/–^* T cells (34, 35). 

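In the broad cluster *Bbc3* was at 8.80 CPM (7.50 to 10.3) in WT and 6.09 CPM (5.20 to 7.09) in *Ebag9*-/- cells, from 162 and 167 UMIs, a ratio of 0.692 (0.554 to 0.864). Among the *Id3*-led cells the ratio was 0.785 (0.561 to 1.10), an interval that includes 1. In the authors' background-corrected counts of the same cells, the ratio was lower, 0.356 in the broad cluster and 0.307 among *Id3*-led cells. For the latter the corrected counts were 150 in WT and 77 in *Ebag9*-/- cells, against 64 and 86 UMIs, so in WT they exceed what was observed. *Pmaip1*, which encodes the BH3-only protein NOXA, had a ratio of 0.688 (0.573 to 0.827) in the broad cluster and 1.04 (0.554 to 1.96) in the memory-like cluster.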

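Among the *Id3*-led cells *Nfkb1* had a ratio of 1.07 (0.967 to 1.19), *Nfkbia* 1.03 (0.959 to 1.10), *Nfkbie* 1.12 (0.917 to 1.38) and *Rela* 0.978 (0.846 to 1.13). In the authors' background-corrected counts of the same cells they had 1.12, 1.02, 1.14 and 1.19, respectively. For *Rela* the corrected *Ebag9*-/- count (550) exceeds the 499 UMIs observed. Of 13 NF-κB pathway genes, 0 were higher and 0 lower in these cells (median log2 ratio -0.01, percentile 71.3). *Mcl1*, an anti-apoptotic gene, had 0.892 (0.846 to 0.941) in *Id3*-led and 0.915 (0.814 to 1.03) in *Xcl1*-led cells.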

The greater gene expression in those T cell clusters might enable those cells to escape activation-induced cell death mediated by cytolytic effector molecules and to form a memory pool.

Differentiation models for the in vivo generation of memory T cell subsets differ mainly with respect to the proposed timing of memory T cell development during the expansion phase (49). According to the signal-strength model and, alternatively, the decreasing-potential model (3), repetitive stimulation of T cells with antigen and proinflammatory cytokines induces greater proliferation and terminal effector cell differentiation. However, truncating the duration of antigen exposure and limiting the inflammatory co-signal instead promotes memory precursor T cell formation. From our model, we infer that *Ebag9^–/–^* CD8^+^ T cells have a greater cytolytic capacity, which leads to a faster antigen removal and, thus, truncation of the antigenic stimulus. Hence, weak signals on a population level would allow more latecomers to acquire memory differentiation and, conversely, fewer signals progressively driving terminal effector differentiation. We suggest that EBAG9 defines a crucial regulator for the cytolytic capacity of CD8^+^ T cells and their memory fate decisions. Hence, deleting *Ebag*9 in engineered T cells might be suitable for therapeutic exploitation, foremost in adoptive T cell transfer targeted at hematopoietic neoplasm.

In summary, the *Ebag*9-associated cytolytic enhancer model provided insight into CD8^+^ T cell programming, either when stimulated briefly or when challenged by a chronic leukemia burden.

## Methods

### Mice.

*Ebag9*^–/–^ mice were generated as described (11) and backcrossed into B6 mice for 14 generations. C57BL/6 (CD45.2) mice were bred in-house; CD45.1 congenic B6 mice were obtained from Charles River Laboratories; and CD90.1 (Thy1.1; B6) congenic mice were obtained from Taconic Biosciences. MataHari TCR transgenic mice (C57BL/6 background) were provided by Il-Kang Na (Charité – Universitätsmedizin Berlin, Berlin, Germany; ref. 28); these mice exhibit an HY-specific TCR that recognizes the D^b^-restricted peptide WMHHNMLDI derived from the *Uty* gene. The *Ebag9*^–/–^ strain was backcrossed into transgenic MataHari mice to obtain *Ebag9*^–/–^ MataHari double-transgenic animals for another 4–5 generations. Heterozygous littermates were bred to obtain *Ebag9*^+/+^ × MataHari mice. These strains are also referred to as MataHari^+/+^ or MataHari^–/–^, respectively.

*Ebag9*^–/–^ mice were backcrossed into transgenic *Eμ-Tcl1* mice (17) (at least 10 backcrosses onto a C57BL/6 background) to obtain *Eμ-Tcl1 Ebag9*^–/–^, *Eμ-Tcl1 Ebag9*^+/+^**, and *Eμ-Tcl1 Ebag9*^+/–^ double-transgenic animals. This strain develops B cell CLL that can be detected by flow cytometry analysis in blood and spleen at the earliest at 2 months of age (18). The strain was provided by Carlo Croce (The Ohio State University Cancer Center [OSUCC], Columbus, Ohio, USA). All mice were maintained and bred under standard pathogen-free conditions at the animal core facility of the Max Delbrück Center for Molecular Medicine. Light cycles were at 12-hour intervals, temperature was kept at 22°C, and humidity was kept at 55%, in compliance with the institutional rules. Female mice between the ages of 8 and 10 weeks were used as recipients for adoptive transfer or immunization experiments.

### Generation of mixed BM chimeras.

CD45.1 (Thy1.2) female recipient mice were lethally irradiated with 9–9.5 Gy split in 2 doses. BM cells from female congenic donors (CD45.2, Thy1.1, or Thy1.2) were obtained by flushing femurs and tibias with RPMI medium. Cells from 2–3 donors for each genotype were pooled and adjusted to 2.5 × 10^6^ cells/50 μL in RPMI medium. Congenic WT- and *Ebag9*^–/–^-derived BM cells were then mixed in a 1:1 ratio and injected i.v. at 5 × 10^6^/100 μL cells into congenic (CD45.1 Thy1.2) recipient mice. At weeks 6 and 8, mice were immunized i.p. with 5 × 10^6^ male B6 splenocytes. Animals were sacrificed 6–7 weeks after the last immunization, and splenocytes were analyzed by flow cytometry for the presence of HY-reactive congenic-donor CD8^+^ T cells.

### Adoptive T cell transfer.

For transfer of monoclonal CD8^+^ T cells specific for the HY-antigen, splenocytes from female MataHari^+/+^ and MataHari^–/–^ (both CD45.2^+^CD90.2^+^) mice were enriched with a MACS bead CD8^+^ T cell negative selection kit (Miltenyi Biotec). Cells from 3 animals per genotype were pooled for each assay. To obtain naive transgenic CD8^+^ T cells, the enriched fraction was further stained for CD8^+^, TCR Vβ 8.3^+^, and CD62L^hi^ expression, followed by flow cytometry sorting on a FACSAria 3 or FACSAria Fusion instrument (Becton Dickinson). Sorted CD8^+^ T cells were transferred i.v. at 4 × 10^4^ to 5 × 10^4^ cells into congenic recipient female mice (CD45.1). Where indicated, CD90.1 congenic recipient mice were used. One day after transfer, mice were immunized with 5 × 10^6^ B6 male splenocytes i.p. in RPMI medium. Transferred congenic CD8^+^CD45.2^+^ and congenic CD8^+^CD90.2^+^ T cells were analyzed in the effector phase at day 7, and memory formation was studied more than 50 days after immunization.

### Flow cytometry.

Single-cell suspensions of splenocytes were blocked with anti–CD16/CD32 Abs in flow cytometry buffer (PBS, 0.5% BSA, 0.05% NaN_3_), followed by staining with the indicated Abs. Appropriate isotype controls were always included. For the detection of HY-antigen–specific CD8^+^ T cells, a phycoerythrin-coupled (PE-coupled) D^b^/WMHHNMLDI Pentamer (ProImmune) or an APC-conjugated D^b^/WMHHNMLDI Dextramer (Immudex) were used and are referred to in this article as HY-Pentamer or HY-Dextramer. To identify TAg-specific CD8^+^ T cells, PE-labeled K^b^/pIV dextramers or tetramers (MBL International Corporation or Immudex) were used. In context of the K^b^-restriction element, peptide IV (VVYDFLKC) is the immunodominant epitope among the SV-40 large TAg-derived antigens. Where indicated, a negative selection MACS bead kit (Miltenyi Biotec) was used for the enrichment of CD8^+^ T cells prior to Ab or multimer staining. In some experiments for the assessment of the anti-HY CD8^+^ memory response, CD8^+^ splenocytes were co-cultivated for 60 hours with peptide-pulsed (WMHHNMLDI), BM-derived DCs. DCs were generated as described (50).

Abs and fixation kits used for flow cytometry are listed in Supplemental Table 3. Analytical samples were acquired on a FACSCanto II flow cytometer (BD Biosciences) and analyzed with FlowJo software.

### Data availability.

scRNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) (51) and are accessible through GEO Series accession number GSE156611 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE156611). All data are available in the main text or the supplemental materials.

### Statistics.

Results are expressed as the arithmetic means ± SEM. *P* < 0.05 was considered statistically significant, as determined by the 2-tailed Mann-Whitney test for non-normally distributed data, or the 2-tailed paired and unpaired Student’s *t* test for normally distributed data and large sample sizes, where appropriate.

### Study approval.

Animal studies were performed according to institutional and Berlin State guidelines (approved by the Landesamt für Gesundheit und Soziales, Berlin; approval TVV G 0089/10, G 0091/15, and G 0373/13).

More detailed methods are provided in Supplemental Methods.

## Author contributions

AR conceived and served as project administrator for the study. AW, KG, SH, DH, CF, SS, and GW contributed to the study methodology. AW, KG, SH, DH, CF, AR, and UEH contributed to the investigations. Visualization was performed by UEH, AW, and AR. AR and UEH acquired funding for the study and supervised the study. AR and AW wrote the original draft of the manuscript; UEH, AR, AW, SH, KG, CF, SS, and GW reviewed and edited the manuscript. AR and AW contributed equally as co–first authors to this study. Both performed key experiments, wrote the original draft of the paper, analyzed the data, and established the methodology. AR, who conceived and planned the study, is listed first.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
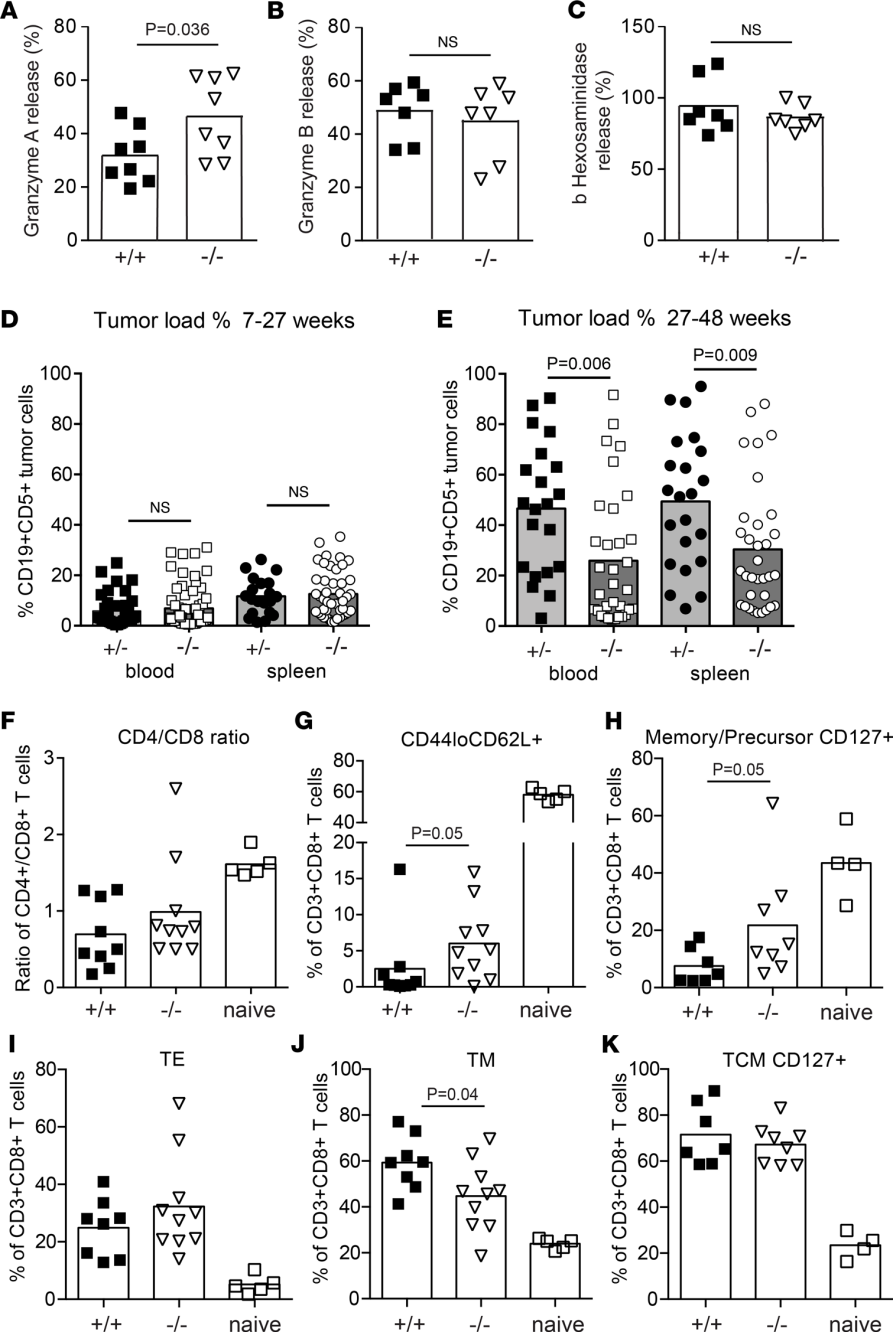
Extended control of an autochthonous tumor in Ebag9-deficient mice. (**A**) CTLs from WT (+/+) and Ebag9^–/–^ (–/–; KO) mice were generated through CD3/CD28 plate-bound stimulation. (**A**–**C**) Secretion of effector molecules was induced with anti–CD3/CD28 for 4 hours. Cell supernatant was analyzed for (**A**) granzyme A, (**B**) granzyme B, and (**C**) β-hexosaminidase enzymatic activity by colorimetric assays. Bars show the mean values ± SEM of 7–8 independent experiments. Pooled CTLs from 2–3 mice per genotype were used per assay. *P* values were determined by Mann-Whitney test. (**D** and **E**) Tumor load in spleen and peripheral blood (PB) of (**D**) 7- to 27-week-old and (**E**) 27- to 48-week-old *Eμ-Tcl1 Ebag9*^+/–^ (+/–; *n* = 21 PB; *n* = 22 spleen) and *Eμ-Tcl1 Ebag9*^–/–^ littermate mice (–/–; *n* = 33 PB; *n* = 33 spleen). CD19^+^CD5^+^ tumor cells are presented as percentages of gated lymphocytes with means. *P* values were determined by unpaired Student’s *t* test. (**F**) Cryopreserved CLL-bearing spleens were matched for age (between 6 and 10 months) and tumor load, ranging from 40% to 60% of all gated 7-aminoactinomycin D–negative lymphocytes and stained for the markers indicated. (**F**) CD4^+^/CD8^+^ ratios among CD3^+^ T cells and calculated for C57BL/B6 naive control, *Eμ-Tcl1 Ebag9*^+/+^ (+/+), and *Eμ-Tcl1 Ebag9*^–/–^ (–/–) mice. (**G**–**K**) Bar graphs report data for (**G**) CD3^+^CD8^+^CD44^lo^CD62L^+^ antigen-naive T cells; (**H**) a memory precursor subset, CD3^+^CD8^+^CD44^lo^CD127^+^; (**I**) antigen-experienced CD3^+^CD8^+^CD44^hi^CD62L^–^ effector cells (TE); (**J**) memory T cells (TM) CD3^+^CD8^+^CD44^hi^CD62L^+^; and (**K**) CD3^+^CD8^+^CD44^hi^CD127^+^ TCMs. Five independent experiments were performed with 5 naive controls, 8–10 *Eμ-Tcl1 Ebag9*^+/+^, and 10 *Eμ-Tcl1 Ebag9*^–/–^ mice. For calculation of significance, a Mann-Whitney test was used. Scatterplots show single animals; boxes and triangles represent individual animals.

**Figure 2:**
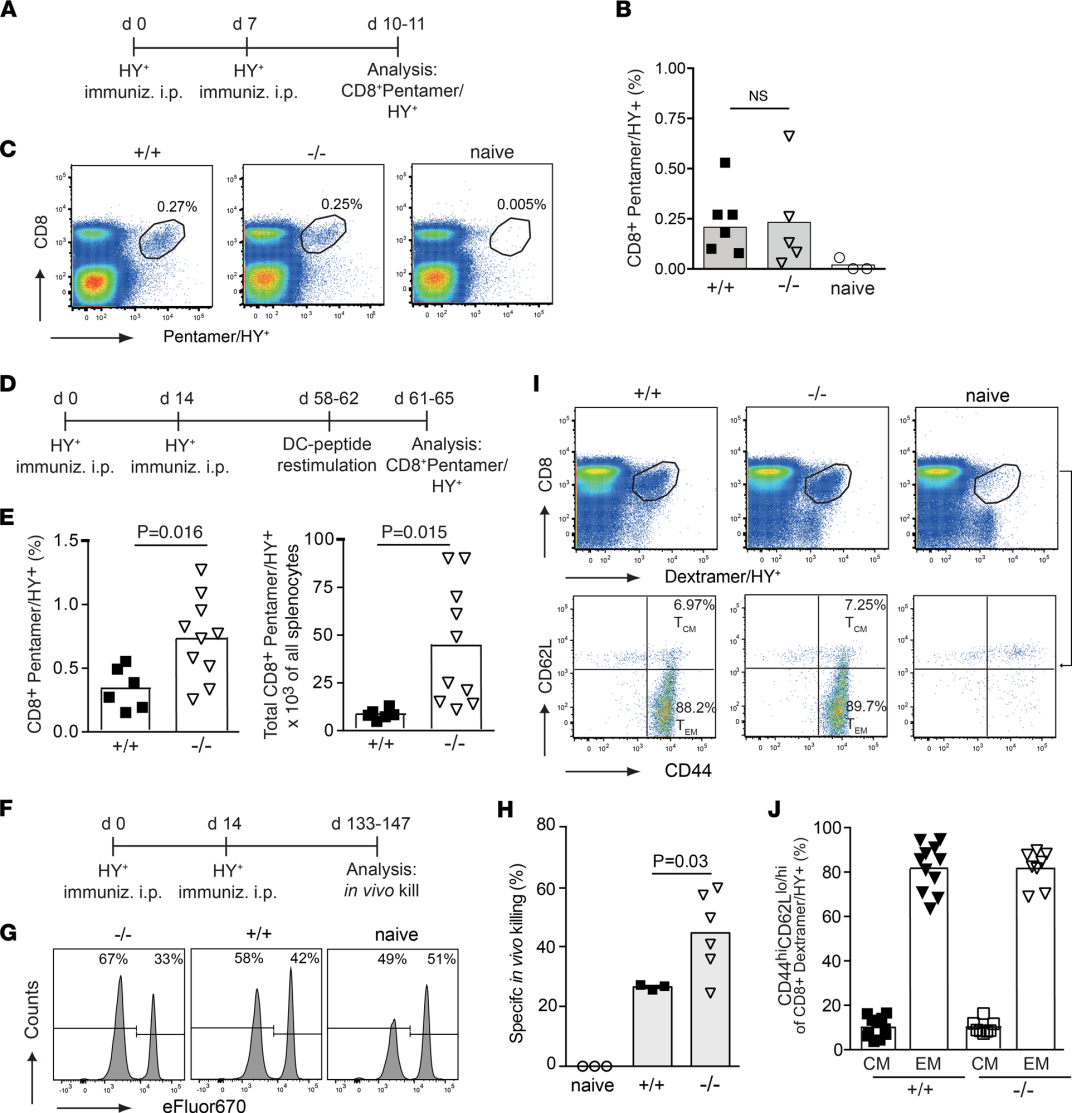
Ebag9^–/–^ mice develop a larger pool of HY-reactive memory CD8^+^ T cells. (**A**) Female WT (B6; +/+) and Ebag9^–/–^ (–/–) mice were immunized (immuniz.) twice i.p. with 5 × 10^6^ male splenocytes (HY^+^). (**B**) Splenic HY-specific CD8^+^ T cells were measured at day 10 or 11 by anti-CD8 and D^b^ Uty Pentamer staining. (**C**) Representative FACS plots are shown; gated populations represent percentages of Pentamer/HY-positive cells within the CD8^+^ population. Bars indicate mean values ± SEM; *n* = 3 independent experiments with WT (*n* = 7), KO (*n* = 5), and naive (*n* = 3) animals. A Mann-Whitney test was applied. (**D**) Immunization scheme. At days 44–48 after the last immunization, CD8^+^ T cells were restimulated in vitro for 3 days with HY-peptide–pulsed DCs. (**E**) Mean frequency of the CD8^+^/HY^+^ Pentamer of CD8^+^ T cells; (*right*) absolute numbers of all splenocytes; unpaired Student’s *t* test of 3 independent experiments with WT (*n* = 11) and KO (*n* = 8) mice. (**F**) Immunization scheme. At days 133–147 after the first immunization, mice were challenged with female and male splenocytes (1:1) labeled with different amounts of eFluor-670. The ratio of both populations was determined by flow cytometry 22 hours later. (**G**) Histograms show representative examples per group. (**H**) Specific in vivo killing reported as percentages. Bars represent mean ± SEM of 2 experiments with naive (*n* = 3), WT (*n* = 3), and Ebag9^–/–^ (*n* = 5) mice per group. A Mann-Whitney test was used for the analysis. (**I**) Mice were immunized as in **D**; HY-specific CD8^+^ T cells were detected with D^b^/HY Dextramers, without DC-HY peptide restimulation; *n* = 3 independent experiments. Representative dot plots of CD8^+^ Dextramer/HY^+^ CD44^hi^ T_CM_ and T_EM_ cells. Numbers in the gates are the percentages of T_CM_ and T_EM_ cells. (**J**) Frequency as percentages of T_EM_ and T_CM_ among all CD8^+^CD44^hi^ HY-specific T cells. Student’s *t* test was applied; each dot represents data from 1 mouse (WT, *n* = 11; KO, *n* = 8).

**Figure 3:**
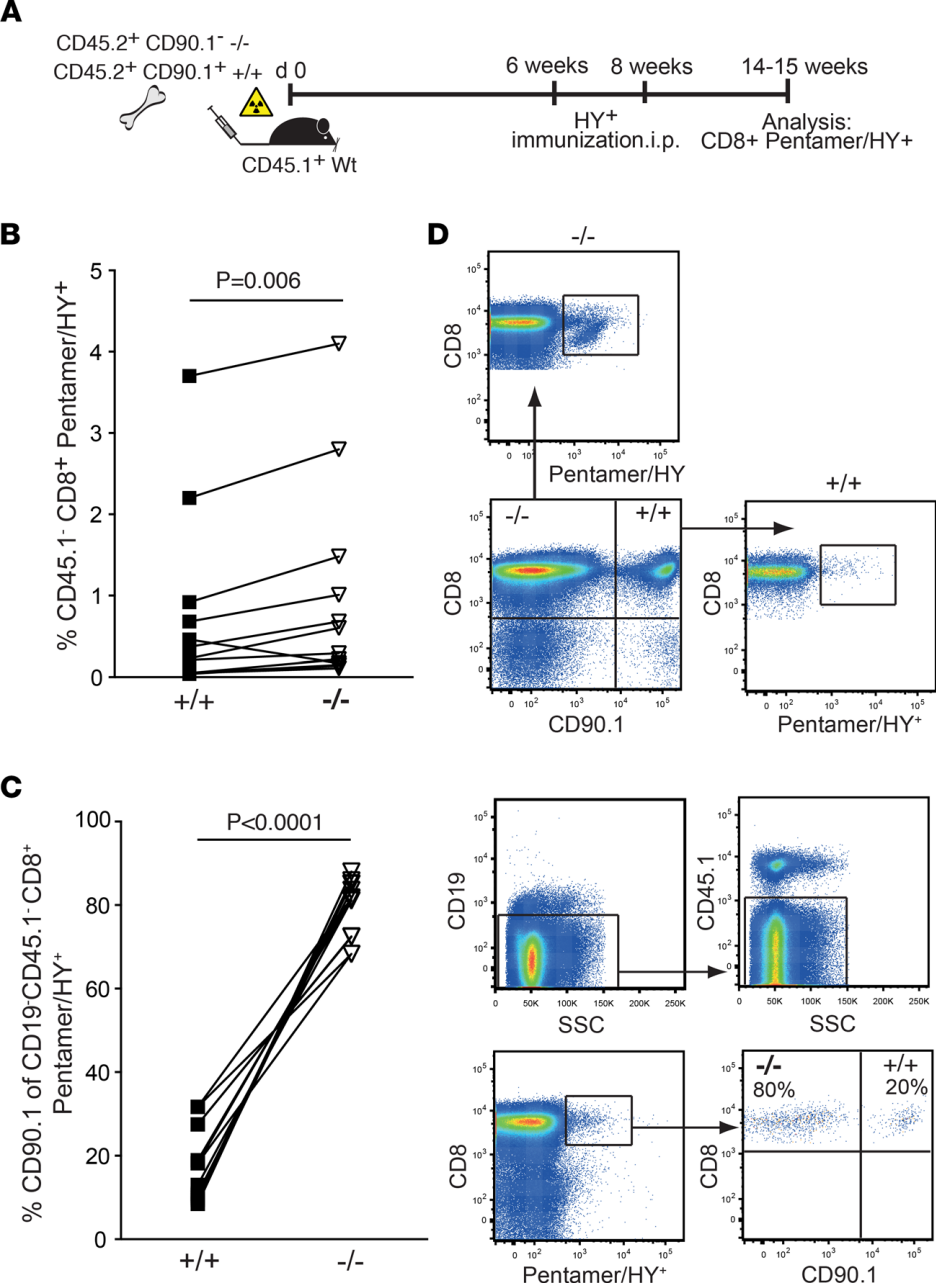
CD8^+^ T cell memory formation in Ebag9^–/–^ mice during noninflammatory priming. (**A**) CD45.1^+^Thy1.2^+^ congenic recipient mice were lethally irradiated and transplanted with a 1:1 mixture of 2.5 × 10^6^ CD45.2^+^CD90.1^+^ (WT, Ebag9^+/+^) and 2.5 × 10^6^ CD45.2^+^CD90.1^–^ (Ebag9^–/–^) BM cells. After 6 and 8 weeks, chimeric mice were immunized i.p. with male (HY^+^) splenocytes. At 44–48 days after the last immunization, splenic CD8^+^ T cells were MACS bead–enriched and analyzed without further re-stimulation. (**B**) Differentiation of congenic donor WT (+/+) and *Ebag9*^–/–^ (–/–) CD8^+^ T cells by anti-CD90.1 staining; residual CD45.1^+^ host cells were excluded. Analysis of HY-specific CD8^+^ T cells using Pentamer/HY staining; *n* = 3 independent experiments; WT mice, *n* = 13; KO mice, *n* = 13. The graph depicts the frequencies in percentages of HY-reactive CD8^+^ T cells among the CD90.1^–^ (*Ebag9*^+/+^) and CD90.1^–^ (WT) CD8^+^ T cell population in single recipient mice (CD45.1^+^CD90.1^–^). (**C**) Ebag9-deficient HY-reactive T cells predominate over the congenic WT response. The ratios (%) of Pentamer/HY-specific CD8^+^ T cells derived from either WT (CD19^–^CD45.1^–^CD8^+^ Pentamer/HY^+^ CD90.1^+^) or Ebag9^–/–^ (CD19^–^CD45.1^–^CD8^+^ Pentamer/HY^+^ CD90.2^+^) progenies are given for each chimeric recipient mouse (*n* = 13 mice per genotype). SSC, side scatter. (**B** and **C**) A paired *t* test was applied. (**D**) A representative FACS dot plot for the detection of CD8^+^/Pentamer/HY^+^ T cells within the gated congenic CD90.1^+^ and CD90.1^–^ splenic population is shown. Host cells were excluded by gating on CD45.1^–^ transferred CD8^+^ T lymphocytes.

**Figure 4:**
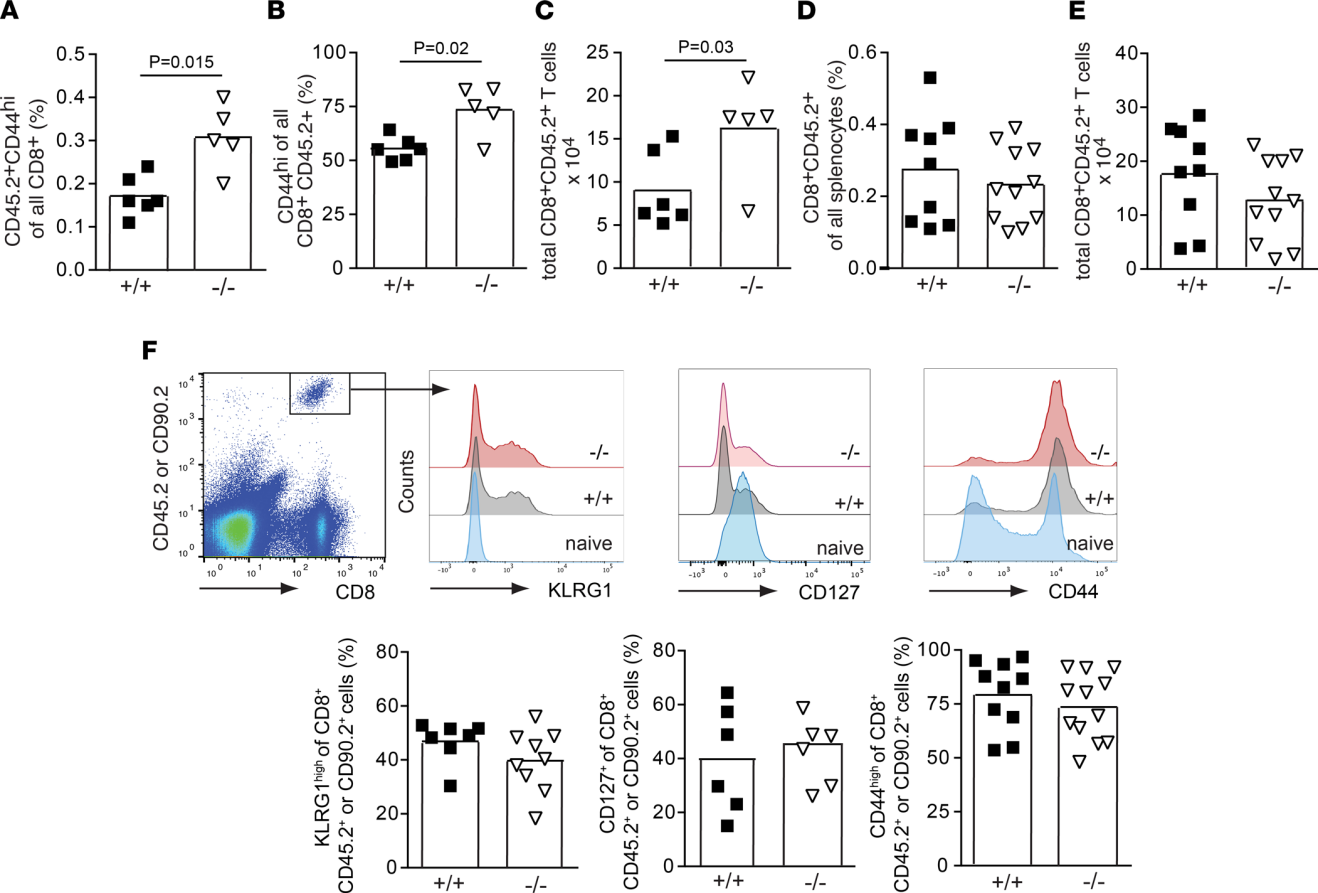
CD8^+^ T cells derived from Ebag9-deficient MataHari mice develop a stronger HY-specific memory response. (**A**) Female mice (CD45.1^+^) were transferred (i.v.) with 4× 10^4^ to 5 × 10^4^ sorted CD8^+^TCR Vβ 8.3^+^ CD62L^hi^ T lymphocytes derived from *Ebag9*^+/+^ × MataHari (+/+) or *Ebag9*^–/–^ × MataHari (–/–) female donors (CD45.2^+^). One day later, recipients were immunized i.p. with 5 × 10^6^ male splenocytes. The frequency of CD8^+^CD45.2^+^CD44^hi^ T cells as percentages of all CD8^+^ T cells was determined >50–56 days after immunization, without in vitro restimulation. (**B**) The percentage of CD44^hi^ T cells among all CD45.2^+^CD8^+^ T cells is reported. (**C**) Total numbers of CD8^+^CD45.2^+^CD44^hi^ memory T cells in spleen are depicted. Each dot represents data from 1 congenic recipient mouse (CD45.1). WT mice, *n* = 6; KO mice, *n* = 5. Bars indicate mean percentage values; *n* = 2 independent experiments. A Mann-Whitney test was used for this analysis. (**D**) As in **A**, congenic female mice were transferred with CD8^+^TCR Vβ 8.3^+^ CD62L^hi^ T lymphocytes sorted from *Ebag9*^+/+^ × MataHari (+/+) or *Ebag9*^–/–^ × MataHari (–/–) female donors (CD45.2^+^). Animals were immunized as before, and splenic MataHari cells were detected by the expression of CD8^+^CD45.2^+^ at day 7. Graph presents the frequencies of CD8^+^CD45.2^+^ cells among all splenocytes; the bars indicate mean values. (**E**) Total numbers of this population; *n* = 3 independent experiments. WT mice, *n* = 9; KO mice, *n* = 11. (**D** and **E**) Student’s *t* test was used. (**F**) *Top*: A representative dot plot shows the gating strategy for detection of MataHari T cells. In some cases, recipient mice were congenic for CD90.1^+^. Differentiation of CD45.2^+^CD8^+^ or CD90.2^+^CD8^+^ population was further analyzed by anti-CD44, anti-KLRG1, and anti-CD127 staining. Overlay histograms show shifts relative to CD8^+^ naive T cells. *Bottom*: Bar charts report quantitation of marker expression. Bars show mean values; *n* = 3 independent experiments with 7–10 WT and 6–12 KO animals. Student’s *t* test was applied.

**Figure 5:**
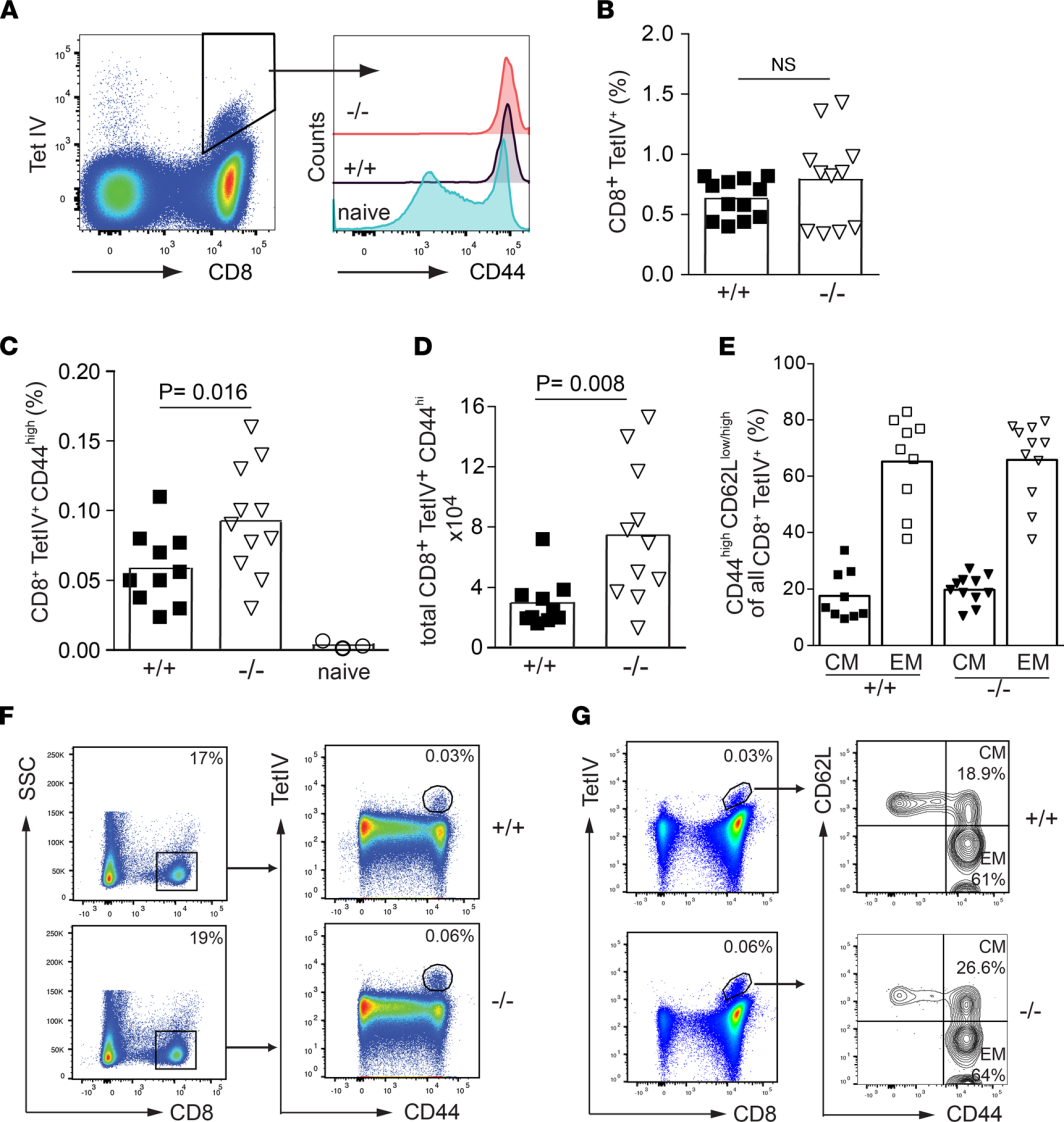
Immunization with the strong TAg-neoantigen under noninflammatory conditions induces a higher CD8^+^ T cell memory response in Ebag9^–/–^ mice. (**A**) WT (+/+) and *Ebag9*^–/–^ (–/–) mice were immunized i.p. with 1 × 10^6^ TAg^+^ 16.113 tumor cells. At day 6, splenic CD8^+^ T lymphocytes reactive to the immunodominant peptide IV antigen were detected with a K^b^/IV Tetramer (Tet IV). A representative dot plot shows an antigen-specific CD8^+^Tet IV^+^ population is gated. (*Right*) CD44 expression indicates activation; *n* = 2 independent experiments. (**B**) In the effector phase, WT and *Ebag9*^–/–^ show similar frequencies of TAg-specific CD8^+^ T cells. Frequencies of CD8^+^/Tet IV^+^ T cells among all splenocytes are shown. Student’s *t* test was applied; WT mice, *n* = 6–12; KO mice, *n* = 6–11. (**C**) Increased frequencies and numbers of Tet IV-reactive CD8^+^CD44^hi^ T cells in *Ebag9*^–/–^ mice. WT and Ebag9^–/–^ mice were immunized as in **A**; 55–65 days later, splenocytes were stained without in vitro restimulation with anti-CD8, anti-CD44, and Tet IV tetramers. Frequencies are reported as percentages of CD8^+^Tet IV^+^CD44^hi^ T cells among all splenocytes. (**D**) Total numbers of CD8^+^Tet IV^+^CD44^hi^ T cells within spleens. Bars indicate mean values; *n* = 3 independent experiments, with 10 WT and 11 KO mice. Student’s *t* test was applied. (**E**) Distinction between T_CM_ and T_EM_ cells made by CD44^+^CD62L^lo^ (EM) or CD44^+^ CD62L^hi^ (CM) co-staining. Bar graph indicates the frequency, in percentages, of T_EM_ and T_CM_ among all CD8^+^CD44^hi^ TetIV-specific T cells. (**F** and **G**) Representative dot plots show the gating strategy for TAg-specific (Tet IV) CD8^+^ T cell detection and distinction into T_CM_ and T_EM_ cells. Numbers in the gates are the percentages of antigen-specific T cells, T_CM_, and T_EM_ cells.

**Figure 6:**
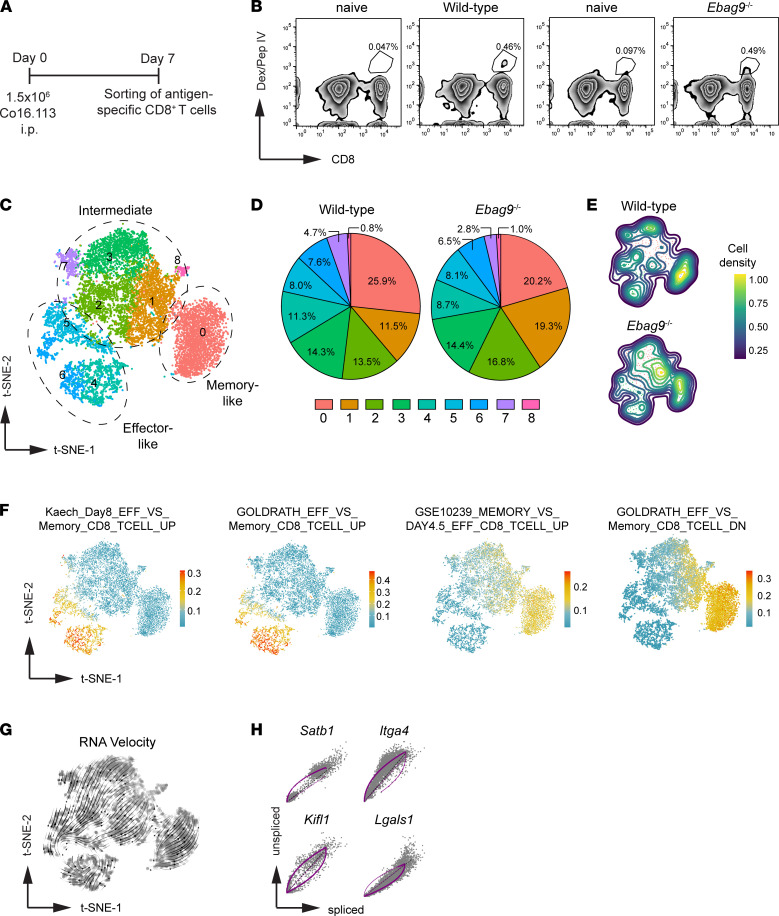
Single-cell transcriptomics reveals that TAg-specific CD8^+^ T cells from Ebag9^–/–^ mice are endowed with enhanced memory commitment. (**A**) WT and *Ebag9*^–/–^ mice were immunized (i.p.) with 1.5 × 10^6^ TAg^+^ Co16.113 tumor cells. At day 7, splenic CD8^+^ T lymphocytes were sorted with a peptide IV dextramer (Dex/Pep IV). Cells were pooled from 4–5 donors for each genotype. (**B**) Gating strategy for FACS sorting of antigen-specific CD8^+^ T cells from WT and *Ebag9*^–/–^ mice. Naive mice were used as a control. Frequencies of CD8^+^ Dex/PepIV^+^ T cells are indicated as numbers on the gate. (**C**) t-Distributed stochastic neighbor embedding (t-SNE) projection of WT (*n* = 4301 cells) and *Ebag9*^–/–^ (*n* = 6938 cells) cells based on transcriptional profiles. Each dot represents a cell. The assigned 8 different clusters of cells are presented in different colors. (**D**) Distribution of clusters across all WT and *Ebag9*^–/–^ cells examined is shown. (**E**) t-SNE embedding displays cell density distribution across all analyzed WT and *Ebag9*^–/–^ cells. (**F**) t-SNE embedding of merged WT and *Ebag9*^–/–^ profiles colored by cell-level pathway signature scores for gene sets in the C7 immunological pathway collection from the molecular signatures database. (**G**) RNA velocities of merged WT and *Ebag9*^–/–^ cells are visualized on the t-SNE projection. Arrows indicate the direction toward the likely future states. (**H**) Cell differentiation–associated genes important for T cell maturation and function with pronounced dynamic behavior (i.e., highest velocity) are depicted.

**Figure 7:**
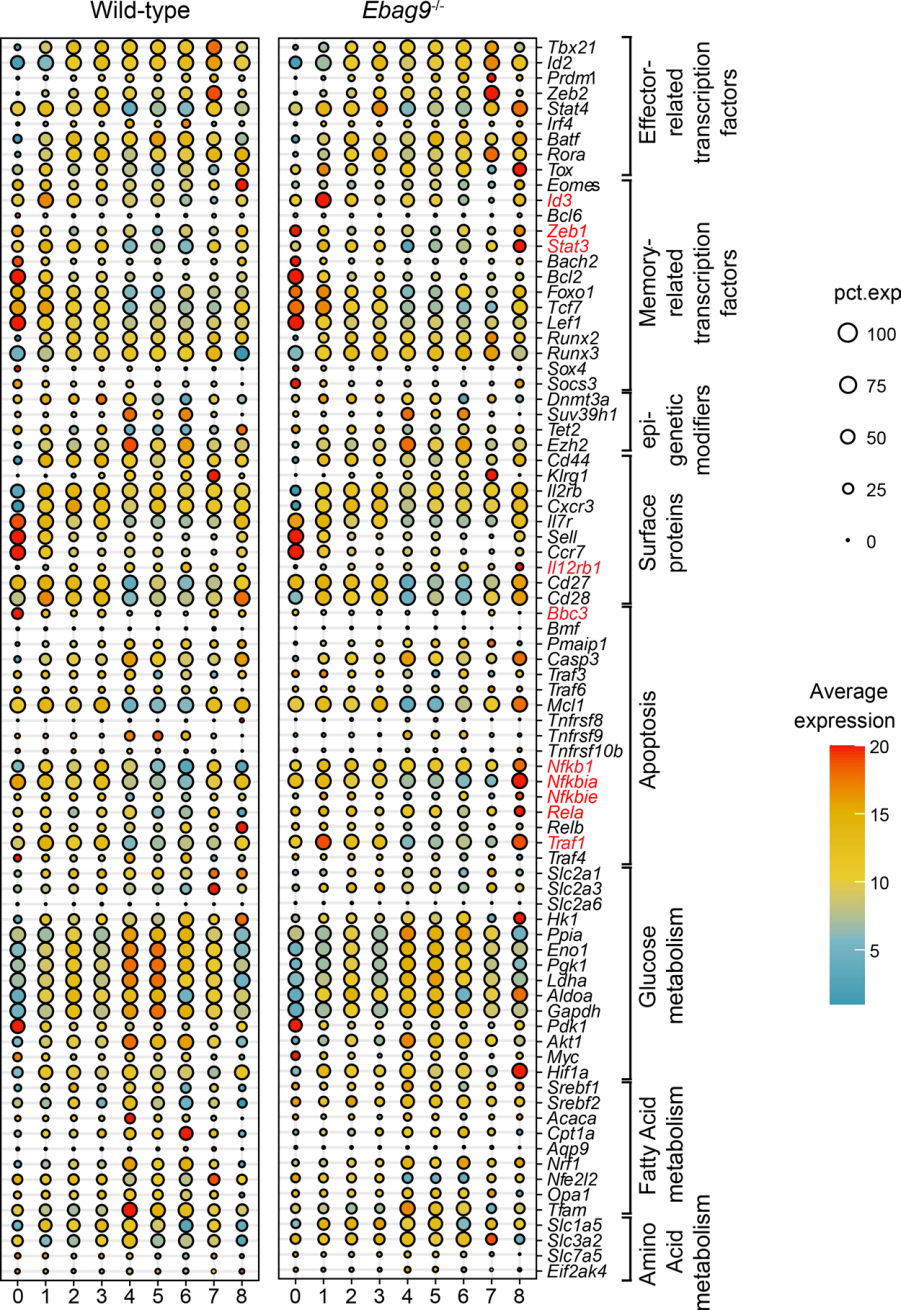
Key genes associated with memory commitment and survival are upregulated in TAg-specific CD8^+^ T cells from *Ebag9*^–/–^ mice. Dot plot representing the size-coded percentage of cells expressing selected genes involved in the differentiation of CD8^+^ T cells for WT and *Ebag9*^–/–^ cells among all clusters. Expression changes are depicted according to the color scale. Gene names with the most differential expression between WT and *Ebag9*^–/–^ cells are depicted in red. The ranges of the cell numbers are represented by the diameter of the circles; each column represents 1 cluster. pct. exp, percentage expression.

## Version 1 04/28/2022

In-Press Preview

## Version 2 06/08/2022

Electronic publication

## References

[1] Russell JH, Ley TJ (2002). Lymphocyte-mediated cytotoxicity. Annu Rev Immunol.

[2] Voskoboinik I (2015). Perforin and granzymes: function, dysfunction and human pathology. Nat Rev Immunol.

[3] Kaech SM, Cui W (2012). Transcriptional control of effector and memory CD8+ T cell differentiation. Nat Rev Immunol.

[4] Kaech SM (2003). Selective expression of the interleukin 7 receptor identifies effector CD8 T cells that give rise to long-lived memory cells. Nat Immunol.

[5] Youngblood B (2013). T-cell memory differentiation: insights from transcriptional signatures and epigenetics. Immunology.

[6] Khan SH, Badovinac VP (2015). Listeria monocytogenes: a model pathogen to study antigen-specific memory CD8 T cell responses. Semin Immunopathol.

[7] Lefrancois L, Obar JJ (2010). Once a killer, always a killer: from cytotoxic T cell to memory cell. Immunol Rev.

[8] Harty JT, Badovinac VP (2008). Shaping and reshaping CD8+ T-cell memory. Nat Rev Immunol.

[9] Pipkin ME (2010). Interleukin-2 and inflammation induce distinct transcriptional programs that promote the differentiation of effector cytolytic T cells. Immunity.

[10] Schluns KS, Lefrancois L (2003). Cytokine control of memory T-cell development and survival. Nat Rev Immunol.

[11] Ruder C (2009). The tumor-associated antigen EBAG9 negatively regulates the cytolytic capacity of mouse CD8+ T cells. J Clin Invest.

[12] Miyazaki T (2014). EBAG9 modulates host immune defense against tumor formation and metastasis by regulating cytotoxic activity of T lymphocytes. Oncogenesis.

[13] Harty JT, Badovinac VP (2002). Influence of effector molecules on the CD8(+) T cell response to infection. Curr Opin Immunol.

[14] Schietinger A (2016). Tumor-specific T cell dysfunction is a dynamic antigen-driven differentiation program initiated early during tumorigenesis. Immunity.

[15] McLane LM (2019). CD8 T cell exhaustion during chronic viral infection and cancer. Annu Rev Immunol.

[16] Willimsky G (2008). Immunogenicity of premalignant lesions is the primary cause of general cytotoxic T lymphocyte unresponsiveness. J Exp Med.

[17] Bichi R (2002). Human chronic lymphocytic leukemia modeled in mouse by targeted TCL1 expression. Proc Natl Acad Sci U S A.

[18] Heinig K (2014). Access to follicular dendritic cells is a pivotal step in murine chronic lymphocytic leukemia B-cell activation and proliferation. Cancer Discov.

[19] Ramsay AG (2008). Chronic lymphocytic leukemia T cells show impaired immunological synapse formation that can be reversed with an immunomodulating drug. J Clin Invest.

[20] Riches JC (2013). T cells from CLL patients exhibit features of T-cell exhaustion but retain capacity for cytokine production. Blood.

[21] Riddell SR (2002). T-cell therapy of leukemia. Cancer Control.

[22] Joshi NS (2007). Inflammation directs memory precursor and short-lived effector CD8(+) T cell fates via the graded expression of T-bet transcription factor. Immunity.

[23] Millrain M (2001). Examination of HY response: T cell expansion, immunodominance, and cross-priming revealed by HY tetramer analysis. J Immunol.

[24] Hendriks J (2000). CD27 is required for generation and long-term maintenance of T cell immunity. Nat Immunol.

[25] Marzo AL (2005). Initial T cell frequency dictates memory CD8+ T cell lineage commitment. Nat Immunol.

[26] Tada H (1986). An improved colorimetric assay for interleukin 2. J Immunol Methods.

[27] Karim M (2005). CD25+CD4+ regulatory T cells generated by exposure to a model protein antigen prevent allograft rejection: antigen-specific reactivation in vivo is critical for bystander regulation. Blood.

[28] Valujskikh A (2002). Cross-primed CD8(+) T cells mediate graft rejection via a distinct effector pathway. Nat Immunol.

[29] Willimsky G, Blankenstein T (2007). The adaptive immune response to sporadic cancer. Immunol Rev.

[30] Butler A (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

[31] Liberzon A (2015). The molecular signatures database (MSigDB) hallmark gene set collection. Cell Syst.

[32] Bergen V (2020). Generalizing RNA velocity to transient cell states through dynamical modeling. Nat Biotechnol.

[33] Speiser DE (1997). A regulatory role for TRAF1 in antigen-induced apoptosis of T cells. J Exp Med.

[34] Barkett M, Gilmore TD (1999). Control of apoptosis by Rel/NF-kappaB transcription factors. Oncogene.

[35] Mondor I (2005). RelA regulates the survival of activated effector CD8 T cells. Cell Death Differ.

[36] Man K, Kallies A (2015). Synchronizing transcriptional control of T cell metabolism and function. Nat Rev Immunol.

[37] Kaech SM (2002). Effector and memory T-cell differentiation: implications for vaccine development. Nat Rev Immunol.

[38] McClanahan F (2015). PD-L1 checkpoint blockade prevents immune dysfunction and leukemia development in a mouse model of chronic lymphocytic leukemia. Blood.

[39] McClanahan F (2015). Mechanisms of PD-L1/PD-1-mediated CD8 T-cell dysfunction in the context of aging-related immune defects in the E*μ*-TCL1 CLL mouse model. Blood.

[40] Starbeck-Miller GR (2014). IL-12 and type I interferon prolong the division of activated CD8 T cells by maintaining high-affinity IL-2 signaling in vivo. J Exp Med.

[41] Turner MJ (2008). Avidity maturation of memory CD8 T cells is limited by self-antigen expression. J Exp Med.

[42] Plumlee CR (2013). Environmental cues dictate the fate of individual CD8+ T cells responding to infection. Immunity.

[43] Best JA (2013). Transcriptional insights into the CD8(+) T cell response to infection and memory T cell formation. Nat Immunol.

[44] Zehn D (2009). Complete but curtailed T-cell response to very low-affinity antigen. Nature.

[45] Yang CY (2011). The transcriptional regulators Id2 and Id3 control the formation of distinct memory CD8+ T cell subsets. Nat Immunol.

[46] Ji Y (2011). Repression of the DNA-binding inhibitor Id3 by Blimp-1 limits the formation of memory CD8+ T cells. Nat Immunol.

[47] Guan T (2018). ZEB1, ZEB2, and the miR-200 family form a counterregulatory network to regulate CD8^+^ T cell fates. J Exp Med.

[48] Cui W (2011). An interleukin-21-interleukin-10-STAT3 pathway is critical for functional maturation of memory CD8+ T cells. Immunity.

[49] Ahmed R (2009). The precursors of memory: models and controversies. Nat Rev Immunol.

[50] Rehm A (2014). Dendritic cell-mediated survival signals in E*μ*-Myc B-cell lymphoma depend on the transcription factor C/EBPβ. Nat Commun.

[51] Edgar R (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

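Single-cell RNA sequencing was done on dextramer-sorted splenic CD8+ T cells of WT and *Ebag9*-/- mice, 7 days after immunization with 1500000 Co16.113 cells, as 1 library of pooled mice per genotype. The authors deposited UMI counts per gene and cell from Cell Ranger, for barcodes called as cells, and these whole-number counts are the input of all main values. The submitters' processing notes name bcl2fastq 2.20.0, Cell Ranger 3.1.0, Seurat 3 and the builds mm10 and GRCm38. The authors also deposited estimated counts from CellBender, which models and removes RNA from outside the cell. These estimated counts exceed the observed UMIs in many entries and were used as an alternative and as a check for free RNA only. The CellBender matrices over all barcodes were not used. Gene coordinates are from GENCODE M21 on GRCm38, counted from 1.

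Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept. The paper's text names both kinds of filter without thresholds, and the supplemental methods were not used here. Cells were clustered with Seurat 5.3.0 in R 4.3.3 (log-normalization, 2000 variable features, CCA anchors between the libraries, 30 dimensions, Louvain), at the lowest resolution in steps of 0.1 that gave at least 9 clusters. Clusters of a first clustering with a CD3 UMI in under 50% of cells were left out. The remaining clusters were named from markers among their 10 leading genes by fold over all other cells, for genes of at least 100 CPM. The thresholds of this naming, the order of its classes and the rule that the broad cluster, as the cluster of more than 500 cells with the highest *Id3* level, stands for the *Id3* precursor cluster where no cluster qualified by its markers were written after the clusters had been seen. No cluster labels per cell by the authors were used. The first clustering depends on the numerical library, and the dendritic-type group lies so near the 50% limit that other versions could keep it. Doublets were scored with Scrublet in scanpy 1.11.5 and kept.

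Sums, intervals and lists were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. UMIs were summed per gene, cluster and library and divided by the total UMIs of that cluster and library. Levels have exact Poisson intervals, shares exact Clopper-Pearson intervals and ratios exact conditional binomial intervals, all at 95% and for counting error only. A deeper library or a larger cluster has a narrower interval, but no interval covers variation between mice, sorts or libraries. No p-value was computed, since cells of 1 library are not replicates. For lists of genes, the median log2 ratio of members with at least 10 CPM in at least 1 library was placed among 10000 random lists of the same size and like expression, as a description of these libraries. Shares of cells with a UMI were computed after thinning each cell to 2000 UMIs, as the expectation over all draws, which was adopted after a single random draw had been seen. On counts simulated for the memory-like cluster, the ratio interval held the true value for 95.0% of 2043 unchanged genes and 96.5% of 200 genes changed 1.5-fold, and 100% of 20 shifted and 0% of 20 unshifted lists fell outside the random range. Each gene was simulated independently and list members were picked at random. The simulation thus checks the computation only, not how often lists of genes that vary together fall outside the range.

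The cell filters, clustering, gene lists, cell type markers, alternatives and the genes to be named were chosen before the data were examined. Genes named are those the paper names in its single-cell text or shows in Figure 7, *Ebag9*, the 15 with the highest and the 15 with the lowest ratio over all cells among genes of at least 50 CPM in 1 library, the 5 highest and 5 lowest in the memory-like and *Id3* precursor clusters, leading genes of clusters, and members of lists with the largest ratios. The alternatives to these choices were the CellBender counts, a stricter cell filter (at least 1000 genes and at most 5% mitochondrial UMIs), removal of Scrublet doublets, clustering without the genes of Figure 7 and of the text or without cell cycle genes, no integration, 20 dimensions, lower and higher resolution (at least 7 and 12 clusters), other scalings, cells weighted equally, no minimum level for lists, averaging over classes, and thinning to 3000 UMIs or none. Alternatives added after seeing the data were CD8+ T cell clusters only (a CD3 and a CD8 UMI in at least 90% of cells) and removal of the cells with the highest Scrublet scores at 0.8% per 1000 barcodes, and for the *Id3* cluster the CellBender counts together with the lower or higher resolution. The glucocorticoid-induced genes were also listed after seeing the data. RNA velocity and the C7 gene sets were left out, the first for want of spliced and unspliced counts.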

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

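The tests of strain DNA near *Ebag9*, of the share of interferon-led cells and of the mixture within the memory-like cluster were chosen after the result was seen, while the tests of free RNA and of the glucocorticoid response were set before their results were seen. The results below lie outside what the paper reports. A CD4 T cell-like cluster made up 2.49% of WT and 2.33% of *Ebag9*-/- cells of this CD8+ sort. Cells left out as not T cells were 4.41% of WT and 6.41% of *Ebag9*-/- cells that passed the filters. Mitochondrially encoded genes had a median log2 ratio of 0.126, above the random range, with *mt-Nd3* at a ratio of 1.21 (from 9406 and 13850 UMIs). *Pttg1*, which encodes securin, had a ratio of 2.08 (1.99 to 2.17) in proliferating cells.

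Interferon-stimulated genes were lower in the *Ebag9*-/- library, with a median log2 ratio of -0.230 over all cells and *Usp18* at 0.642 (0.587 to 0.702) and *Rtp4* at 0.682 (0.653 to 0.712). Fewer interferon-led cells do not account for it, since their share was 0.704 points higher in *Ebag9*-/- cells. Over all cells the list kept a median of -0.202 in the authors' background-corrected values (percentile 0.11), below the random range. Those values exceed the observed WT UMIs for some genes, such as *Tsc22d3* (7290 against 6742), so they cannot decide on free RNA in WT droplets. In uncorrected UMIs the list was lower in the broad (-0.38), memory-like (-0.33) and proliferating clusters (-0.31) but not in the *Xcl1*-led cells (0.09). In the corrected values of the memory-like cluster it stood at -0.159 (percentile 2.49), at the edge of the random range. A weaker interferon exposure of *Ebag9*-/- cells may underlie it, as may any other difference between the 2 pools of mice, which 1 library per genotype leaves open.

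*Bbc3*, *Ddit4*, *Cxcr4* and *Tsc22d3* were lower together in *Ebag9*-/- memory-like cells, with *Ddit4*, a stress-induced inhibitor of mTORC1, at 0.606. Most of this was not particular to memory-like cells. In the broad and proliferating clusters *Cxcr4* had ratios of 0.372 and 0.466 and *Ddit4* 0.695 and 0.571, and *Tsc22d3* had 0.578 in the latter. *Bbc3* had 0.692 and 0.928 in these 2 groups. Another mixture of *Igfbp4*-led and *Xcl1*-led cells is argued against by a median ratio of the 4 genes of 0.538 in the lower of these parts. In the background-corrected values their median ratio was 0.486, but there the WT counts exceed the observed UMIs. They were 543 against 361 for *Bbc3*, 859 against 760 for *Cxcr4*, 1363 against 1287 for *Ddit4* and 2653 against 2437 for *Tsc22d3*. A correction that adds to the WT counts cannot decide on free RNA in WT droplets. *Tsc22d3* and *Ddit4* are induced by glucocorticoids, and other glucocorticoid-induced genes had a median log2 ratio of -0.120 in the memory-like cluster (percentile 1.61), but lay inside the random range in *Igfbp4*-led cells (-0.09, percentile 8.52), the larger part, and below it in *Xcl1*-led cells (-0.21, percentile 0.24). In the broad cluster, where *Tsc22d3* had a ratio of 0.565 (0.531 to 0.602), that list stood at 0.04 (percentile 98.1), the opposite side, while it stood at -0.13 (percentile 0.73) in proliferating cells and -0.18 (percentile 0) over all cells. A weaker glucocorticoid response is thus left open as an explanation, as is any other difference between the pools.

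*Polr2k*, a subunit shared by the RNA polymerases (chromosome 15, 36174010 to 36177010 of GRCm38), had a ratio of 0.597 over all cells and lies in the 20 Mb window around *Ebag9*. Together with *Zfp706*, at a ratio of 1.22 (from 9797 and 14473 UMIs), it is 1 of 2 genes among 13 in that window with a ratio of at least 1.2 or at most the inverse, a share at percentile 99.4 of windows around genes on other chromosomes. DNA of the donor strain of the targeted cells, retained around *Ebag9* through backcrossing, could give such differences. *Med30* (chromosome 15, 52712408 to 52730564), in the same window, had a ratio of 1.23 (1.18 to 1.28) in proliferating cells. It was not among the 2 genes counted over all cells. With so few genes, such strain DNA cannot be told apart from a coincidence or an effect of *Ebag9* loss.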

How the results depend on the processing

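Differences in share are *Ebag9*-/- minus WT in percentage points, and the cause of each shift was not tested. The *Id3* cluster is the broad cluster in the main setting, with 39.4% of WT and 47.1% of *Ebag9*-/- cells, but is smaller in some alternatives. It held 21.1% and 27.6% with the stricter filter and 20.9% and 27.1% with 20 dimensions. With CD8+ clusters only it held 19.7% and 27.5%, and without the highest Scrublet scores 20.2% and 27.5%. Differences and *Id3* ratios of these alternatives are thus of other cells than the main values. For the memory-like cluster (main value -5.41), the *Id3* cluster (7.76), the proliferating clusters (-1.46) and the *Id3* ratio in the *Id3* cluster (1.17), the CellBender counts gave -6.10, -1.17, -3.04 and 1.40, the stricter cell filter -5.76, 6.56, -2.42 and 1.08, and 20 dimensions -5.43, 6.25, -1.46 and 1.08. Of these, only the CellBender counts turned the *Id3* cluster's direction, and only at some resolutions, since in combinations chosen after seeing the data they gave -1.53 at the lower and 6.62 at the higher resolution. The *Id3* cluster's difference was 6.43 without Scrublet doublets, 7.58 without the genes of Figure 7 and of the text, 7.60 without cell cycle genes, 9.17 without integration and 6.31 at the higher resolution, where the *Id3* ratio was 1.08 and the *Id2* ratio 1.00, against 0.936. For the proliferating clusters it was -2.08 without Scrublet doublets, -0.675 without cell cycle genes and -2.62 without integration. Of the alternatives chosen after seeing the data, CD8+ T cell clusters only gave 7.80 for the *Id3* cluster with an *Id3* ratio of 1.06, and removal of the highest Scrublet scores gave -5.38, 7.34, -1.70 and 1.07 in the first order.

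The share of all cells with an *Id3* UMI was 1.30 points higher in *Ebag9*-/- at 2000 UMIs, 1.57 at 3000 UMIs and -1.81 unthinned, where WT cells are deeper. The median log2 ratio of the apoptosis genes of Figure 7 was 0.0446, and -0.0219 with cells weighted equally and -0.00238 averaged over classes. Of 29 lists with enough measured members, 10 lay outside the random range, and 9 to 13 did under the 6 alternatives, of which 4 to 9 were shared with the same sign. The *Ebag9* ratio was 0.660 with the CellBender counts. Removing the 2 Scrublet doublets brought most of the dendritic-type group back, for 4685 WT and 7568 *Ebag9*-/- cells, and the CellBender counts kept 4377 WT and 7142 *Ebag9*-/- cells and the stricter filter 4342 and 7161. The median log2 ratio of the glucose genes of Figure 7 was -0.110, and -0.0153 with the CellBender counts, inside the random range. No paired analysis was possible because each genotype is 1 library, which also rules out leaving out replicates. Depth limits the *Xcl1*-led cells and genes of few UMIs, such as *Il12rb1*, most.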

Differences from the paper's values

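The broad cluster, which stands for the *Id3* precursor cluster, held 39.4% of WT cells, against the paper's cluster 1 with about 12% in Fig. 6D, read by eye, and 47.1% of *Ebag9*-/- cells, against about 19% in Fig. 6D, read by eye, with cluster 1 identified there by its color. The share was higher in *Ebag9*-/- cells in both. Of the alternatives set before the data were examined, for WT the CellBender counts (10.1%) and the higher resolution (17.2%) came within 1.5 times of the paper's value, and the stricter filter (21.1%), removal of Scrublet doublets, clustering without the genes of Figure 7 or without cell cycle genes, no integration, 20 dimensions (20.9%) and the lower resolution did not. For *Ebag9*-/- cells, the stricter filter (27.6%), 20 dimensions (27.1%) and the higher resolution (23.5%) did, and the CellBender counts (8.93%), removal of Scrublet doublets, both clusterings without genes, no integration and the lower resolution did not. Only the higher resolution came near both values.

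The paper states that *Ebag9*-/- cells of clusters 1 and 8 had more *Traf1*. Here the ratio was 0.998 in the broad cluster and 1.01 among *Id3*-led cells, and it was 1.11 among *Xcl1*-led cells and 1.11 over all cells. The CellBender counts gave 1.23 in their *Id3*-led cluster and 1.24 in the same broad-cluster cells, the paper's direction. In these broad-cluster cells, the corrected *Ebag9*-/- *Traf1* count (3856) exceeds the 3555 UMIs observed. The paper states that *Stat3* and *Il12rb1* were higher in *Ebag9*-/- cluster 8 cells and that genes of the NF-κB pathway were higher in clusters 8 and 1. No cluster here could be matched to cluster 8. *Stat3* had a ratio of 0.939 in the broad cluster and 1.04 among *Xcl1*-led cells, and *Nfkb1*, *Nfkbia*, *Nfkbie* and *Rela* had 0.987, 0.949, 0.990 and 0.855 in the broad cluster and were above 1 among *Xcl1*-led cells. In the CellBender counts of the same cells, *Nfkb1*, *Nfkbie* and *Rela* had 1.10, 1.11 and 1.12 in the broad cluster, the paper's direction, and *Nfkbia* had 0.947. For *Rela* the corrected *Ebag9*-/- count there (1032) exceeds the 925 UMIs observed. Among *Xcl1*-led cells the CellBender counts gave 0.833 for *Nfkbia*, 0.998 for *Nfkbie* and 0.915 for *Stat3*. The paper states that exhaustion-related genes were seen outside memory cluster 0. In the memory-like cluster here *Cd160* and *Cxcr6* were detected more often than in the dendritic-type cells taken out, in 6.61% and 5.54% and 9.06% and 10.3% of thinned WT and *Ebag9*-/- cells. *Pdcd1* was below the dendritic-type cells in WT and above them in *Ebag9*-/-, with few cells behind each share. Of the dendritic-type cells 49.6% held a CD3 UMI. The paper's text counts 8 clusters and its figures number them from 0 to 8, and 9 were made here.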

Other observations

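No hypothesis was tested in this part, and all values come from the genes and lists fixed before or named by size. Effector genes were lower in the *Ebag9*-/- memory-like cluster as a whole, but not evenly in its parts. Of 14 cytotoxic effector genes, 7 were lower and 1 higher (median log2 ratio -0.26, percentile 0), with *Gzmm* at a ratio of 0.390 (0.322 to 0.470), *Gzmb* at 0.496 (0.409 to 0.599) and *Gzma* at 0.664 (0.594 to 0.741), while *Tnf* was at 1.54 (1.13 to 2.09). *Gzmb* had 1.01 (0.734 to 1.39) in *Igfbp4*-led cells and 0.395 (0.302 to 0.510) in *Xcl1*-led cells, and the list had a median log2 ratio of -0.05 at percentile 19.5 in the former, inside the random range, and a median log2 ratio of -0.17 at percentile 0.07 in the latter. The authors' background-corrected matrices hold 51 WT and 23 *Ebag9*-/- *Gzmb* counts in the memory-like cluster, against 352 and 160 UMIs, and 0 and 0 *Gzma* counts in *Igfbp4*-led cells, so by that model the *Gzma* mRNA of the *Igfbp4*-led cells is background. Over the whole memory-like cluster they hold 886 WT and 83 *Ebag9*-/- *Gzma* counts, a ratio of 0.105. The UMIs there were 851 and 518, so in WT the corrected counts exceed what was observed. The correction lowered the *Gzma* ratio elsewhere too, from 0.987 to 0.493 in the broad and from 0.982 to 0.461 in the proliferating clusters. There as well it raised WT above the UMIs (11720 against 8540 and 48879 against 33160) and lowered *Ebag9*-/- (8403 against 12555 and 25243 against 36858). These corrected *Gzma* ratios thus do not come from removal of background alone. Antigen-experienced genes were lower too (median log2 ratio -0.22, percentile 0), with *Itga4* higher (1.26, 1.17 to 1.35), and naive genes were slightly higher (median log2 ratio 0.08, percentile 99.2). *Itga4*, which pairs with β1 or β7 integrins in homing to inflamed tissue, was higher in *Ebag9*-/- cells of the broad (1.20, 1.18 to 1.22), *Id3*-led (log2 ratio 0.32) and proliferating clusters (1.31, 1.28 to 1.33). Over all cells the cytotoxic effector genes had a median log2 ratio of -0.02 at percentile 48.1, and genes of lytic granule secretion, the process that EBAG9 restrains, had a median log2 ratio of 0.01 at percentile 89.8, with *Rab27a*, a GTPase of granule release, at 1.14 (1.06 to 1.22).

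In proliferating *Ebag9*-/- cells the centromere protein gene *Cenpf* (1.38, 1.35 to 1.42) was higher together with *Mki67* (1.16, 1.13 to 1.18), while *Ccnb2* was at 0.915 (0.889 to 0.941). The G2/M phase list had a median log2 ratio of 0.04 at percentile 98.1 there and the S phase list a median log2 ratio of -0.03 at percentile 28.6. *Dapl1*, a gene of memory T cells, was higher in *Ebag9*-/- cells of the broad cluster (1.37, 1.32 to 1.41), and *Ifi208* (0.395, 0.358 to 0.436), *Pglyrp1* (0.550, 0.530 to 0.572) and *Hsd11b1* (0.576, 0.547 to 0.606), which regenerates active glucocorticoids, were lower. The *Xcl1*-led cells of *Ebag9*-/- mice had more of the effector transcription factors (median log2 ratio 0.33, percentile 99.6) and of genes induced by T cell receptor signaling (median log2 ratio 0.40, percentile 99.9). *Lag3*, an inhibitory receptor, had 21 UMIs in WT and 62 UMIs in *Ebag9*-/- cells of the memory-like cluster, a ratio of 3.22 (1.94 to 5.56).

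The *Igfbp4*-led cells, the larger part of the memory-like cluster, had low levels of effector genes at day 7. In them 0 of 20 antigen-experienced genes and 0 of 18 cytotoxic effector genes were above their level over all cells (median log2 ratio -3.15 and -2.86), and *Cd44*, the activation marker used to gate memory cells, was at 8.97 CPM, against 80.7 CPM in *Id3*-led and 48.3 CPM in *Xcl1*-led cells. Of 12 naive CD8+ T cell genes, 11 were above that level in the *Igfbp4*-led cells (1.96). The share and gene ratios of the memory-like cluster thus rest largely on cells with a naive-type profile. Whether these are naive or memory cells was not tested.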
